# Connexin 43 suppression enhances contractile force in human iPSC-derived cardiac tissues

**DOI:** 10.3389/fbioe.2025.1615953

**Published:** 2025-08-08

**Authors:** Takuma Takada, Katsuhisa Matsuura, Tatsuro Iida, Toshiharu Koike, Hidekazu Sekine, Yuhei Higashi, Tsukasa Hara, Daisuke Sasaki, Kyohei Fujita, Yuto Hinata, Junichi Yamaguchi, Tatsuya Shimizu

**Keywords:** Connexin 43 (Cx43), human-induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs), contractility, synchrony, bioengineered cardiac tissues

## Abstract

Connexin 43 (Cx43) plays a crucial role in maintaining synchronous contraction in the heart. However, it remains unclear whether Cx43 directly influences the contractile force and synchrony of entire cardiac tissues. Previously, we successfully developed human-induced pluripotent stem cell (hiPSC)-derived cardiac tissues capable of directly measuring both the contractile force of the entire tissue and cellular synchrony within it. This study aimed to evaluate whether regulating *GJA1*, the gene encoding Cx43, could enhance contractility and synchrony in these tissues. Using adeno-associated virus (AAV), we mediated *GJA1* overexpression (OE) or knockdown (shGJA1) in bioengineered hiPSC-derived cardiac tissues. Under electrical stimulation at 60 ppm, there were no significant differences in contractile force between the AAV-GJA1-OE and control tissues (0.78 ± 0.39 vs. 0.98 ± 0.43 mN, *p* = 0.32). Synchrony levels were also similar between these groups (*p* = 0.20). In contrast, shGJA1 tissues demonstrated significantly higher contractile force compared to scramble controls (1.55 ± 0.38 vs. 1.20 ± 0.15 mN, *p* = 0.039), although the difference in synchrony was not statistically significant (*p* = 0.08). RNA sequencing data revealed that a total of 37,199 genes were detected, comparing AAV6-GFP control and GJA1-OE treated hiPSC-CMs, as well as AAV6-shRNA scramble and shGJA1 treated hiPSC-CMs. We highlighted several candidate genes potentially contributing to the enhanced contractile force observed in the shGJA1 group. Furthermore, nineteen common genes were identified between the upregulation of shGJA1 compared to scramble and downregulation of GJA1-OE compared to control, which were associated with cell proliferation, transcription, contraction, and BMP signaling pathways. In conclusion, Cx43-OE did not appear to influence contractility and synchrony, meanwhile, Cx43 suppression may effectively improve contractility without impairing the synchrony in the entire cardiac tissues. Cx43 expression beyond a certain threshold may be sufficient to maintain synchronous contraction in the tissues.

## 1 Introduction

The heart’s pumping action is regulated by an electrical conduction system that coordinates synchronous contractions. Connexin 43 (Cx43) is the most abundant gap junction protein in atrial and ventricular myocytes. It forms gap junctions that reduce electrical resistance, facilitating the rapid propagation of electrical signals throughout the heart (Vermij et al., 2017). As a result, Cx43 is considered critical for maintaining synchronous contraction in the heart (Vermij et al., 2017; van Kempen et al., 1995; Fontes et al., 2012). In fact, enhanced Cx43 expression in murine-induced pluripotent stem cell (iPSC)-derived cardiomyocytes has been shown to improve intercellular coupling at the cellular level (Sottas et al., 2018). Conversely, Cx43 conditional knockout (cKO) mice experience sudden death from spontaneous ventricular arrhythmias as early as 2 months of age (Gutstein et al., 2001). Clinically, decreased Cx43 expression has been observed in failing human hearts with myofiber disarray compared to normal donor hearts (Kostin et al., 2003).

Despite these findings, it remains unclear whether Cx43 directly influences the contractile force and synchrony of entire cardiac tissues. Additionally, the threshold for Cx43 expression necessary to maintain the synchrony has not yet been established. In previous work, we successfully fabricated human iPSC-derived cardiac tissues, which allowed us to directly measure both the contractile force of the entire cardiac tissues including the basal materials, and cellular synchrony within the tissue (Takada et al., 2022; Sasaki et al., 2018). The aims of this study were to evaluate the effects of regulating *GJA1*, the gene encoding Cx43, on contractility and synchrony in human cardiac tissues, and to elucidate the underlying mechanisms.

## 2 Materials and methods

### 2.1 hiPSCs, cardiac differentiation, purification of hiPSC-CMs, and fibrin gel preparation

The hiPSC line 201B7 (Takahashi and Yamanaka, 2006), purchased from RIKEN (Tsukuba, Japan), expresses α-myosin heavy chain and Rex-1 promoter-driven drug-resistance genes. The cells were cultured on inactivated mouse embryonic fibroblasts (ReproCELL, Yokohama, Japan) following a previously established protocol (Matsuura et al., 2016). Cardiac differentiation was induced using a stirred bioreactor system (Bio Jr.8; Able, Tokyo, Japan) according to a published method (Matsuura et al., 2012). On day 17 of differentiation, the cell aggregates were dissociated using 0.05% trypsin/EDTA, and the cells were cultured in medium A, defined as DMEM (D6429; Sigma-Aldrich, Missouri, United States) supplemented with 10% FBS and 1% Penicillin-Streptomycin (P4333; Sigma-Aldrich), at 37°C in a humidified atmosphere with 5% CO_2_ (Figure 1A).

**FIGURE 1:**
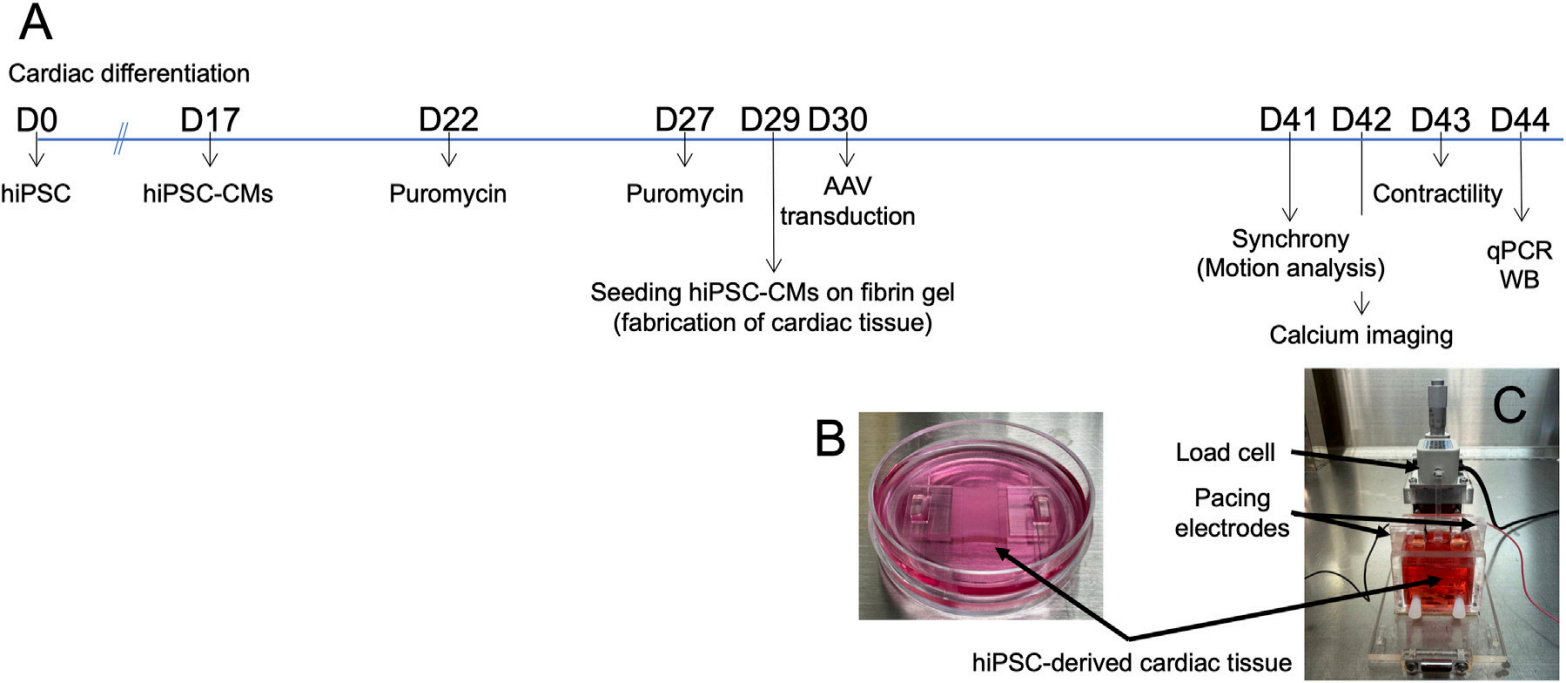
Fabrication of hiPSC-derived cardiac tissue. **(A)** Timeline of the experimental procedures. **(B)** hiPSC-derived cardiomyocytes (hiPSC-CMs) cultured on fibrin gel in a 3.5 cm dish to create cardiac tissue. **(C)** System setup for measuring contractile force. Abbreviations: AAV, adeno-associated virus; cTnT, cardiac troponin T; hiPSC-CMs, human induced pluripotent stem cell-derived cardiomyocytes; qPCR, quantitative real-time polymerase chain reaction; WB, Western blotting.

On day 22, the cultures were treated with 1.5 μg/mL puromycin (Sigma-Aldrich) for 23–25 h to eliminate non-cardiomyocytes that lacked puromycin resistance. The following day (day 23), the cultures were dissociated with 0.05% trypsin/EDTA and seeded onto culture dishes at a density of 1.8‒2.7 × 10^5^ cells/cm^2^. On day 27, the cultures were again treated with 1.5 μg/mL puromycin, followed by a medium change on day 28. After two rounds of puromycin selection, the purity of the hiPSC-CMs was reported to be 89% ± 9% based on cardiac troponin T expression (Takada et al., 2022).

On day 28, fibrin gel was prepared following previously described methods (Takada et al., 2022; Sasaki et al., 2018). Briefly, fibrinogen (Product# F8630; Sigma-Aldrich, Missouri, United States), thrombin (Product# T4648; Sigma-Aldrich), CaCl_2_, and lyophilized human blood coagulation factor XIII (Fibrogammin P; CSL Behring, United States) were dissolved and mixed in saline containing 0.025% polyoxyethylene (20) sorbitan monooleate (FUJIFILM Wako Pure Chemical, Osaka, Japan) at concentrations of 12.5 mg/mL, 0.5 units/mL, 2 mM, and more than 160 IU/mL, respectively. The solution was immediately poured into a silicon mold, covered with an acrylic plate, and allowed to clot, forming a fibrin gel within 30 min. After clotting, the gel was immersed in medium A supplemented with 20 μg/mL fibronectin (Corning, NY, United States) and 2.5 mg/mL aminocaproic acid (Sigma-Aldrich) for at least 2 h at 37°C. This gel was then used to seed the hiPSC-CMs.

On day 29, prior to cell seeding, the fibrin gel was fixed in a silicon mold. The purified cardiomyocyte cultures were harvested using 0.05% trypsin/EDTA, and 2.5 × 10^5^ cells were seeded onto the fibrin gel in medium A containing 1% aminocaproic acid. The following day, an adeno-associated virus (AAV6) was used to mediate *GJA1* overexpression (OE) or knockdown (shGJA1) in the bioengineered hiPSC-derived cardiac tissues. The multiplicity of infection (MOI) was set at 1.0 × 10^4^ genome copies.

On day 32, the silicon molds were carefully removed, and the hiPSC-CMs on the fibrin gel were transferred to 3.5 cm dishes (Figure 1B). The cells were immersed in medium B, defined as DMEM (low glucose, GlutaMAX™ supplement, pyruvate; Thermo Fisher Scientific, Waltham, MA, United States), supplemented with 10% FBS, 1% penicillin-streptomycin, 1% aminocaproic acid, and extracellular matrix (Matrigel^®^, Corning). The small structures holding the tissues in place were fabricated using a 3D printer (Connex3™ Objet269; Stratasys, Eden Prairie, MN, United States). From day 32 onward, the main medium was switched from medium A to medium B, with media being replaced every other day.

On day 41, microscopic videos of the cardiac tissues were recorded for motion capture analyses and the engineered cardiac tissues were placed in the contractile force measurement system (Figure 1C). Contractile properties were measured, and drug tests were performed on day 43. RNA extraction, quantitative real-time polymerase chain reaction (qPCR), and Western blotting (WB) were conducted using samples collected on day 44 (Figure 1A). The methodologies of motion capture analysis of hiPSC-CMs on fibrin gel, RNA extraction, quantitative real-time PCR, RNA sequencing, Western blotting, immunofluorescent staining, corrected field potential duration (cFPD), and simultaneous intracellular calcium imaging were described in Supplementary Material 1.

### 2.2 Contractile force measurement system

The contractile force of the cardiac tissues was assessed using a previously described measurement system (Takada et al., 2022; Sasaki et al., 2018; Figure 1C). Briefly, the system consisted of a load cell (LVS-10GA; Kyowa Electronic Instruments, Tokyo, Japan) and a culture bath constructed from acrylic plates. The engineered hiPSC-derived cardiac tissues were suspended from a sensor rod connected to the load cell using a 3D-printed hook. The lower portion of the tissue, attached to the fibrin gel, was secured with a clip at the base of the culture bath on day 41 (Figures 1B,C). 35 mL of medium C—defined as Medium 199, Hank’s (Catalog Number 12350; Thermo Fisher Scientific), supplemented with 10% FBS, 1% penicillin-streptomycin, and 1% aminocaproic acid—was added to the bath.

Contractile properties were recorded on a personal computer via an A/D converter (Power Lab 8/30; ADInstruments, Bella Vista, Australia). Electrical pacing of the cardiac tissues was performed using bipolar platinum electrodes. Biphasic pacing pulses [10 V, 10 ms pulse duration, 40–240 paces per minute (ppm)] were applied using an electronic stimulator (Nihon Kohden, SEN-3401, Tokyo, Japan). Measurements were taken at both spontaneous beat rates and during electrical pacing on day 43, capturing parameters such as contractile force, maximum contractile velocity, and relaxation velocity. The force-frequency relationship (FFR), an indicator of cardiac maturation, was also evaluated.

For drug testing, isoproterenol was added to the culture bath. A 1 mM stock solution of isoproterenol (Tokyo Chemical Industry Co., Ltd., Tokyo, Japan) was introduced into the culture medium (35 mL), achieving a final concentration of 1 μM during the contractile force measurements.

### 2.3 AAV serotype 6-mediated regulation of the GJA1 gene in hiPSC-derived cardiac tissue

We employed an AAV serotype 6 vector to mediate GJA1-OE, knockdown (shGJA1), and GCaMP expression in bioengineered hiPSC-derived cardiac tissues. The details were shown in Supplementary Material 1.

### 2.4 Statistical analysis

Continuous variables between two groups were compared using Student’s t-test. A paired t-test was applied to compare contractile force and spontaneous beating rates before and after isoproterenol administration. More than different three batches of cardiomyocytes were used in each experiment and at least three different experiments were performed. Statistical significance was defined as *p* < 0.05. All analyses were conducted using GraphPad Prism 9 (GraphPad Software Inc., CA, United States).

## 3 Results

### 3.1 GJA1 gene overexpression in hiPSC-CMs

We first assessed the mRNA expression levels in hiPSC-CMs transduced with either AAV6-GFP (control) or AAV6-GJA1 using qPCR. As shown in Figure 2A, the mRNA expression of *GJA1* was significantly 17 times higher in AAV6-GJA1-treated hiPSC-CMs compared to the control group (*p* < 0.001). Subsequently, we generated AAV6-GJA1-OE and AAV6-GFP (control) treated hiPSC-derived cardiac tissues. Western blot analysis revealed that Cx43 protein levels were significantly 1.9 times elevated in GJA1-OE cardiac tissues compared to controls (*p* = 0.0162, Figure 2B). Confocal microscopy images (Figure 2C; Supplementary Figure S1) confirmed these findings, showing a higher expression of Cx43 in the GJA1-OE cardiac tissue compared to the control. In the GJA1-OE group, some areas of Cx43 appeared aggregated (Supplementary Figure S1). There were no significant differences observed in the expression of *MYL2*, *TNNI3*, calcium-handling genes, *GJA5*, *GJC1*, or cardiomyocyte maturation-related genes between the two groups (Supplementary Figure S2). When the expression level in normal human adult hearts was set to 1, the levels in GJA1-OE group were higher than 1 without 95% confidence interval (CI) crossing 1, indicating higher expression in the AAV6-GJA1-treated hiPSC-CMs compared to that in adult [mean and 95% CI: GFP (control); 2.10 and 0.796–3.414, GJA1-OE; 23.5 and 13.7–33.4, Supplementary Figure S3].

**FIGURE 2:**
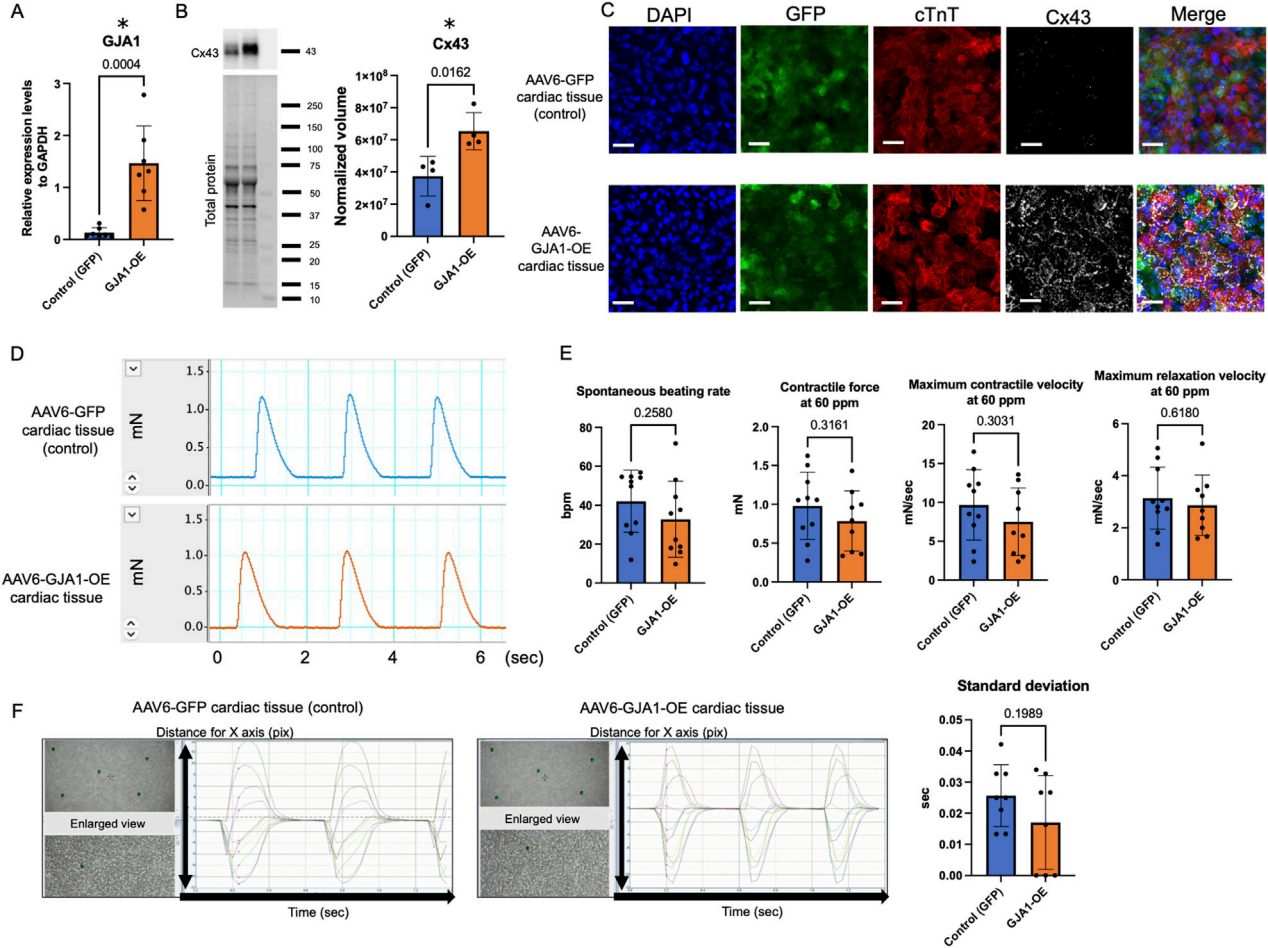
Characteristics and functions of AAV6-GJA1-OE cardiac tissues. **(A)** *GJA1* gene expression levels in AAV6-GFP and GJA1-treated hiPSC-CMs (n = 7). **(B)** Cx43 protein expression levels in AAV6-GFP and GJA1-treated hiPSC-derived cardiac tissues (n = 4). **(C)** Confocal microscopy images of AAV6-GFP and GJA1-treated cardiac tissues. Scale bar = 50 μm. **(D)** Representative contractile force data from AAV6-GFP and GJA1-treated cardiac tissues. **(E)** Spontaneous beating rate, and contractile and relaxation functions at 60 ppm in both tissue types (n = 10). **(F)** Motion capture images and analyses of AAV6-GFP and GJA1-treated tissues (n = 8). Abbreviations: AAV, adeno-associated virus; cTnT, cardiac troponin T; hiPSC, human induced pluripotent stem cells; OE, overexpression.

### 3.2 Contractile properties in AAV6-GJA1-OE cardiac tissues

We next assessed the impact of *GJA1*-OE on the contractile function of cardiac tissues on day 43 (Figures 2D,E). Figure 2D shows a representative image of the contractile force trace. There were no significant differences in the spontaneous beating rate, contractile force, maximum contraction and relaxation velocities at both 60 ppm and spontaneous beating rate between AAV6-GFP and AAV6-GJA1-OE group (Figure 2D; Supplementary Figure S4A). The FFR was negative, indicating the tissues were immature (Supplementary Figure S4B).

Next, we performed an isoproterenol treatment to the tissues. The treatment significantly increased both the spontaneous beating rate and contractile force in both groups. In the control group, the spontaneous beating rate increased from 42 ± 16 beats per minute (BPM) to 62 ± 12 BPM, and the contractile force increased from 0.98 ± 0.42 mN to 1.1 ± 0.53 mN (paired *t*-test: *p* < 0.001 and *p* = 0.008, respectively). Similarly, in the GJA1-OE group, the spontaneous beating rate rose from 33 ± 20 BPM to 59 ± 20 BPM, and the contractile force increased from 0.75 ± 0.43 mN to 0.84 ± 0.48 mN (paired *t*-test: *p* < 0.001 and *p* = 0.004, respectively). However, no significant differences were observed between the groups in terms of these parameters or in the contraction and relaxation velocities, even under electrical stimulation at 100 BPM (Supplementary Figures S4C,D).

We also evaluated the cFPD in AAV6-GFP and GJA1-OE-treated hiPSC-CMs. Both groups showed identical cFPD values, both before and after isoproterenol treatment (both *p* = 0.32, Supplementary Figure S4E). Additionally, we assessed the contractile synchrony in the cardiac tissues using motion analysis. As illustrated in Figure 2F, the timing of peak contraction was measured at five designated points, and the standard deviation of the time from the beginning of the measurement to the first peak contraction, which reflects the variation in contraction among individual cardiomyocytes, showed no significant difference between the two groups (*p* = 0.20). These findings suggest that overexpression of Cx43 does not significantly influence either contractility or synchrony in the engineered cardiac tissues.

### 3.3 GJA1 gene knockdown in hiPSC-CMs

To achieve *GJA1* knockdown in hiPSC-CMs, we utilized AAV6 to mediate the delivery of shGJA1. As shown in Figure 3A, mRNA expression levels of *GJA1* were significantly 0.35 times reduced in AAV6-shGJA1-treated hiPSC-CMs compared to those treated with AAV6-scramble shRNA (*p* = 0.002). No significant differences were found between the two groups regarding the expression of *MYL2*, *TNNI3*, calcium-handling genes, *GJA5*, *GJC1*, or genes related to cardiomyocyte maturation (Supplementary Figure S5). Then, the GJA1 expression levels in shGJA1 group were low than 1 without 95% CI crossing 1, indicating lower expression in the AAV6-shGJA1-treated hiPSC-CMs compared to that in adult (mean and 95% CI: scramble; 2.07 and 1.27–2.86, shGJA1; 0.652 and 0.467–0.837, Supplementary Figure S3).

**FIGURE 3:**
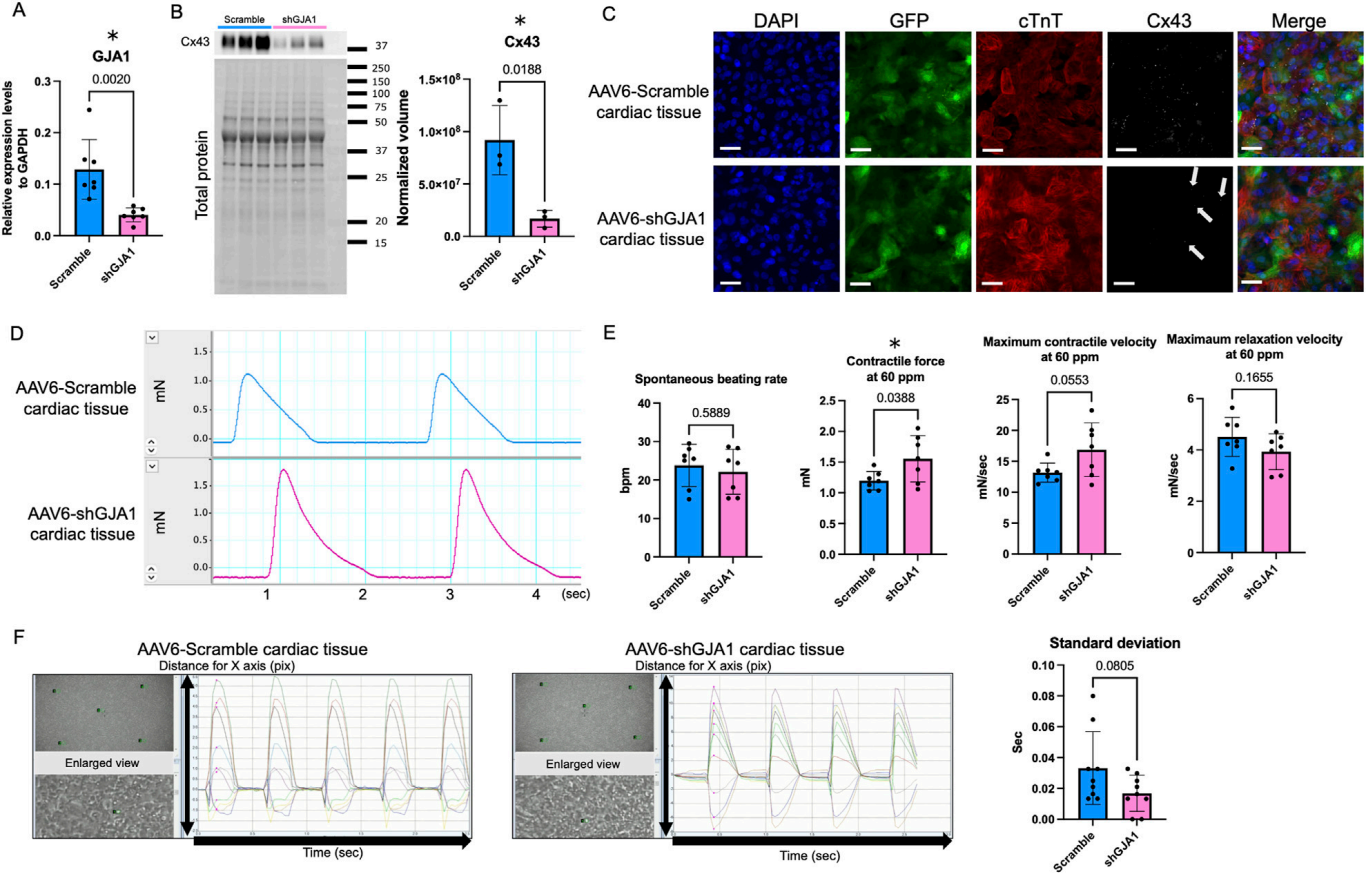
Characteristics and functions of AAV6-shGJA1 cardiac tissues. **(A)** *GJA1* gene expression levels in AAV6-Scramble and shGJA1-treated hiPSC-CMs (n = 7). **(B)** Cx43 protein expression levels in AAV6-Scramble and shGJA1-treated tissues (n = 3). **(C)** Confocal microscopy images of AAV6-Scramble and shGJA1-treated tissues. Scale bar = 50 μm. **(D)** Representative contractile force data from AAV6-Scramble and shGJA1-treated tissues. **(E)** Spontaneous beating rate, and contractile and relaxation functions at 60 ppm (n = 7). **(F)** Motion capture images and analyses of AAV6-Scramble and shGJA1-treated tissues (n = 9). Abbreviations: AAV, adeno-associated virus; cTnT, cardiac troponin T; hiPSC, human induced pluripotent stem cells; ISP, isoproterenol; ppm, pacing per minute.

Subsequently, we fabricated hiPSC-derived cardiac tissues treated with AAV6-shGJA1 and AAV6-scramble shRNA. Western blot analysis revealed that the protein levels of Cx43 were significantly 0.18 times lower in the shGJA1-treated cardiac tissues compared to the scramble-treated group (*p* = 0.0188, Figure 3B). Confocal microscopy images (Figure 3C; Supplementary Figure S1) confirmed these findings, showing a reduced presence of Cx43 in the shGJA1 group compared to the scramble group, although some Cx43 expression was still detectable in the shGJA1 tissues. Interestingly, despite the knockdown, the AAV6-shGJA1-treated hiPSC-cardiac tissue exhibited spontaneous contraction with synchronizing adjacent cardiomyocytes, similar to the AAV6-scramble shRNA-treated cardiac tissue on day 41 (Supplementary Videos S1, S2). Additionally, synchronized spontaneous intracellular calcium elevations were observed between adjacent cardiomyocytes in both treatment groups on day 42 (Supplementary Videos S3, S4; Supplementary Figure S6).

### 3.4 Contractile properties in AAV6-shGJA1 treated cardiac tissues

We next evaluated the impact of shGJA1 on the contractile function of cardiac tissues on day 43. Figure 3D shows a representative contractile force trace. Although the spontaneous beating rate was similar between the two groups, the contractile force and maximum contractile velocity of the AAV6-shGJA1 treated cardiac tissues at 60 ppm were significantly higher than those of the AAV6-scramble shRNA treated tissues (1.55 ± 0.38 vs. 1.20 ± 0.15 mN, *p* = 0.039, Figure 3E). Similar results were observed at the spontaneous beating rate; 1.66 ± 0.46 vs. 1.25 ± 0.17 mN, *p* = 0.047, Supplementary Figure S7A). FFR in the tissues was also negative (Supplementary Figure S7B)

Following isoproterenol treatment, the spontaneous beating rate and contractile force in the scramble group increased from 24 ± 5.5 BPM and 1.25 ± 0.17 mN to 55 ± 7.0 BPM and 1.40 ± 0.20 mN (both *p* < 0.001, paired *t*-test). Similarly, in the shGJA1 group, the spontaneous beating rate and contractile force increased from 22 ± 5.8 BPM and 1.66 ± 0.46 mN to 51 ± 7.4 BPM and 1.84 ± 0.48 mN (both *p* < 0.001, paired *t*-test). There were no significant differences in the spontaneous beating rate between the two groups after isoproterenol treatment (*p* = 0.24), but the contractile force in the AAV6-shGJA1 treated cardiac tissues was significantly higher than in the AAV6-scramble shRNA tissues (*p* = 0.045, Supplementary Figure S7C). Similar trends were observed under electrical stimulation at 100 ppm in both groups (Supplementary Figure S7D).

Next, we evaluated the cFPD in AAV6-scramble shRNA and shGJA1 treated hiPSC-CMs. The cFPD, both before and after isoproterenol treatment, was comparable between the two groups (*p* = 0.40 and *p* = 0.17, respectively, Supplementary Figure S7E). Furthermore, as shown in Figure 3F, motion analysis revealed the degree of contractile synchrony in the cardiac tissues. The standard deviation of the time from the start of measurement to the first peak contraction at five designated points was not significantly different between the two groups (*p* = 0.081). These findings suggest that suppression of Cx43 may enhance contractility but does not significantly affect synchrony in the cardiac tissues.

### 3.5 Mechanistic insights into enhanced contractile force in AAV6-shGJA1 cardiac tissues and downstream effects of GJA1 gene regulation

To further investigate the underlying mechanisms of enhanced contractile force in AAV6-shGJA1 cardiac tissues, RNA sequencing was performed. 

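GJA1 mRNA (ENSG00000152661, chromosome 6 of GRCh38 from 121435595 to 121449727) was lower in every shGJA1 library than in every scramble control library. Its normalized count was 9229 ± 1470 in the scramble control (SD, n = 3 libraries) and 3625 ± 2040 in shGJA1 (SD, n = 3). Within the replicate pairs, the shGJA1 library held 0.535 of the control's normalized count in replicate 1, 0.427 in replicate 2 and 0.192 in replicate 3. The log2 fold change was -1.50 (standard error 0.40, adjusted p = 0.185 from limma; standard error 0.21, adjusted p = 0.00151 with the replicate number as a block). The RNA came from hiPSC-CMs transduced with AAV6 carrying a scramble shRNA or an shRNA against GJA1 and was collected on day 44. The deposited table holds the read count of each gene divided by one size factor per library (the RLE normalization of DESeq2), and these normalized counts are the values used here. The libraries held 22707228 to 23264320 reads assigned to genes in the scramble control (median 22877689) and 20337774 to 23274001 in shGJA1 (median 21385951). Genes with a mean normalized count of at least 10 over the 6 libraries were tested with limma on the log2 of the normalized count plus 1, and p-values were adjusted by the Benjamini-Hochberg method. Libraries with the same replicate number deviated together from their group means, so results are also given from the fit with the replicate number as a block, called the blocked fit.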

A total of 37,199 genes were detected in the comparison between AAV6-shRNA scramble and shGJA1-treated hiPSC-CMs. Among these, 323 genes were significantly upregulated and 223 genes were significantly downregulated in the shGJA1 group compared to the scramble control. 

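Of the 37199 genes in the deposited table, 34560 had at least 1 read in any of the 6 libraries, 21844 had a read in all 6, and 2639 had none in any library. A mean normalized count of at least 10 was reached by 18733 genes, of which 14099 are annotated as protein-coding and 3639 as long non-coding RNA. These 18733 genes were tested.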

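In the blocked fit, 1713 genes were higher and 1467 lower in shGJA1 than in the scramble control at an adjusted p under 0.05 from limma. Without the block, as planned, limma called 0 genes (smallest adjusted p = 0.0865). There, 2596 genes had an unadjusted p under 0.05, and edgeR called 0 genes and DESeq2 374. At the study's threshold, an unadjusted p under 0.05 and a log2 fold change over 1 or under -1, limma called 210 genes as higher and 162 as lower, and 296 and 233 with the block. Among the genes that rose were ABAT, the transaminase that breaks down GABA (log2 fold change 1.23, standard error 0.10, adjusted p = 0.000168), USF2, a basic helix-loop-helix transcription factor (log2 fold change 1.24, standard error 0.12, adjusted p = 0.000319), SPTLC3, a subunit of serine palmitoyltransferase (log2 fold change 1.50, standard error 0.16, adjusted p = 0.000465), KLHDC3 (log2 fold change 1.00) and AKIRIN1 (log2 fold change 0.97). Among those that fell were LGR4, a receptor for R-spondins (log2 fold change -1.45, standard error 0.10, adjusted p = 0.000108), GHR, the growth hormone receptor (log2 fold change -1.36, standard error 0.10, adjusted p = 0.000131), PANX1, the channel protein pannexin 1 (log2 fold change -0.77, standard error 0.08, adjusted p = 0.000373), TMEM59L (log2 fold change -1.16), IGFBP6 (log2 fold change -0.97) and STX17 (log2 fold change -1.01). Of 20 measured genes of the hypoxia response, 10 rose, 1 (DEPP1) fell and 9 did not pass the test in the blocked fit (15 higher and 3 lower when adjusted over the list alone). The log2 fold changes were 1.26 for HK2, 0.90 for ADM and 0.64 for PDK1; HK2 encodes hexokinase 2 and PDK1 a kinase that inhibits pyruvate dehydrogenase. Camera gave this list an adjusted p = 0.0296 (0.00121 with the block), and adjusted p = 0.989 and 0.82 with an estimated correlation. Of 26 genes of glycolysis, a list that shares SLC2A1, HK2 and PDK1 with that of the hypoxia response, 11 rose and none fell (13 higher and 1 lower when adjusted over the list alone), among them SLC2A4, the insulin-responsive glucose transporter (log2 fold change 1.14), PFKFB3 (log2 fold change 0.63) and GPI (log2 fold change 0.63). As a set, they had an adjusted p = 0.000298 from camera (5.66e-06 with the block), and adjusted p = 0.989 and 0.82 with an estimated correlation. Replication-dependent histone genes, most of whose transcripts end without a poly(A) tail, moved the other way: 10 of 20 fell and none rose (0 higher and 14 lower when adjusted over the list alone), with log2 fold changes of -1.72 for H2AC6, -1.30 for H4C8 and -1.06 for H1-2. For the list, camera gave adjusted p = 2.39e-06 without and 3.26e-07 with the block, and adjusted p = 0.667 and 0.519 with an estimated correlation. Of 7 metallothionein genes, which encode metal-binding proteins, 3 fell and none rose (1 higher and 4 lower when adjusted over the list alone), with log2 fold changes of -1.91 for MT1G, -1.07 for MT1E and -0.82 for MT2A. Tested as a set, the genes had an adjusted p = 0.0109 (0.0147 with the block) from camera, and adjusted p = 0.667 and 0.82 with an estimated correlation. HK2, DEPP1, H2AC6, H4C8, H1-2, MT1G and MT1E had been seen in Figure 4B, drawn from these libraries, before the lists were written. The set tests of the lists that hold them are thus not fully independent of these libraries. Of 29 interferon response genes, 6 fell and none rose (0 higher and 14 lower when adjusted over the list alone), among them ISG15 (log2 fold change -1.04) and IFIT5 (log2 fold change -0.50). The set test gave an adjusted p = 0.00168 from camera and 9.02e-06 with the block, and adjusted p = 0.989 and 0.82 with an estimated correlation. Of 23 genes of the unfolded protein response, 6 rose and none fell (9 higher and 2 lower when adjusted over the list alone), with log2 fold changes of 0.75 for PDIA4, 0.48 for HSP90B1 and 0.40 for DNAJC3 for these endoplasmic reticulum chaperones and cochaperones. Camera gave this list an adjusted p = 0.0559 (0.0311 with the block), and adjusted p = 0.989 and 0.842 with an estimated correlation. Without replicate 3 the blocked fit called 646 higher and 593 lower genes. In the blocked fit, leaving out replicate 1 ended the set call of the hypoxia list (adjusted p = 0.0758) and of the unfolded protein response (adjusted p = 0.168), and leaving out replicate 3 ended the latter (adjusted p = 0.0941). Without the block, the hypoxia call ended without scramble control replicate 2 (adjusted p = 0.144) or 3 (adjusted p = 0.0688) and without shGJA1 replicate 1 (adjusted p = 0.695) or 3 (adjusted p = 0.0652), and the interferon call without scramble control replicate 3 (adjusted p = 0.787) or shGJA1 replicate 2 (adjusted p = 0.113).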

The heat maps of the differentially expressed genes were shown in Supplementary Figure S8. 

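Genes lower in shGJA1 were enriched for histone genes among the gene ontology terms annotated in the deposited table. The term nucleosome took in 8 of its 46 tested genes among the 162 genes lower at the study's threshold (0.398 expected, adjusted p = 1.32e-05, one-sided Fisher's exact test), among them H2AC6, H1-2 and H4C8. Structural constituent of chromatin took in 4 of 13 (adjusted p = 0.0046, same test) and nucleosome assembly 6 of 55 (adjusted p = 0.00659, same test). These were the 3 terms that passed among the lower genes, and no term passed among the 210 higher genes. The term muscle myosin complex has 9 tested genes, fewer than the 10 set as the smallest term for the adjustment; 2 of them were higher, the atrial myosin heavy chain gene MYH6 and the myosin light chain gene MYL1 (0.101 expected, unadjusted p = 0.00428, one-sided Fisher's exact test), and none was lower. With the blocked fit's calls at the study's threshold 3 were higher, with MYLPF as the third (0.142 expected, unadjusted p = 0.000306, same exact test), and with its calls at an adjusted p under 0.05 2 (0.823 expected, unadjusted p = 0.196, same exact test). With the authors' calls over all genes, the term had 13 genes, of which 2, MYL1 and MYLPF, were higher (adjusted p = 0.58, same exact test). MYH6, MYL1 and MYLPF were chosen for their term after its values were seen; in the blocked fit MYH6 had a log2 fold change of 1.00 (adjusted p = 0.00239) and MYL1 of 2.09 (adjusted p = 0.0359). The term chromatin held 5 of 446 genes past the threshold in either direction (8.86 expected), and negative regulation of cell differentiation held 0 of 20 (0.397 expected). With the genes called in the blocked fit at the study's threshold, 3 terms passed among the lower genes and none among the higher. The background was every tested gene, with terms of 10 to 500 tested genes and 2538 terms tested.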

Then, the gene ontology analysis showed that the negative regulation of cell differentiation, muscle myosin complex, chromatin, and etc., were related to the suppression of GJA1 (Supplementary Figure S9). We additionally showed top of 50 upregulated and downregulated genes among the significantly up or downregulated genes. These genes were considered potential candidates associated with the mechanisms underlying the improvement in contractile force (Figure 4).

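Genes of the contractile apparatus moved in both directions in shGJA1. Of 41 sarcomere genes, 5 rose and 8 fell in the blocked fit (5 higher and 10 lower when adjusted over the list alone). The calsarcin family of Z-disc proteins was split, with log2 fold changes of -2.14 for MYOZ1, -1.17 for MYOZ3 and 0.49 for MYOZ2, and CSRP3, the muscle LIM protein, fell (log2 fold change -0.84). As a set, they had an adjusted p = 0.141 from camera (0.0361 with the block), and adjusted p = 0.989 and 0.849 with an estimated correlation. Of 33 calcium handling genes, 4 rose and 8 fell (4 higher and 8 lower when adjusted over the list alone). STRIT1, whose micropeptide DWORF activates the calcium pump SERCA, rose from a mean normalized count of 3.82 to 25.9 (log2 fold change 2.46), and PLN, whose product phospholamban inhibits the same pump, fell (log2 fold change -0.57), as did the calsequestrin gene CASQ1 (log2 fold change -0.66). The list did not pass the set test (adjusted p = 0.498 from camera without the block and 0.165 with it); it did without the block when shGJA1 replicate 3 was left out (adjusted p = 0.0431). Of 28 genes of cardiac sodium, potassium and pacemaker channels, 9 rose and 1 fell (10 higher and 1 lower when adjusted over the list alone), with log2 fold changes of 1.10 for HCN2, 1.00 for KCNJ2, 0.68 for KCNQ1 and 0.66 for KCNA5. For the list, camera gave adjusted p = 0.069 without and 0.00941 with the block, and adjusted p = 0.989 and 0.584 with an estimated correlation. Of 14 cardiac stress and natriuretic peptide genes, 3 fell and none rose (0 higher and 3 lower when adjusted over the list alone), among them NPPA and NPPB, which encode the atrial and B-type natriuretic peptides (log2 fold changes of -1.02 and -0.69). Tested as a set, the genes had an adjusted p = 0.0559 (0.00776 with the block) from camera, and adjusted p = 0.667 and 0.82 with an estimated correlation. Leaving out replicate 1 ended the blocked call of the sarcomere list (adjusted p = 0.774) and of the stress list (adjusted p = 0.214). The paper ran the sequencing to look for what underlies the higher contractile force, and from the changed genes it proposes candidates for that.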

**FIGURE 4:**
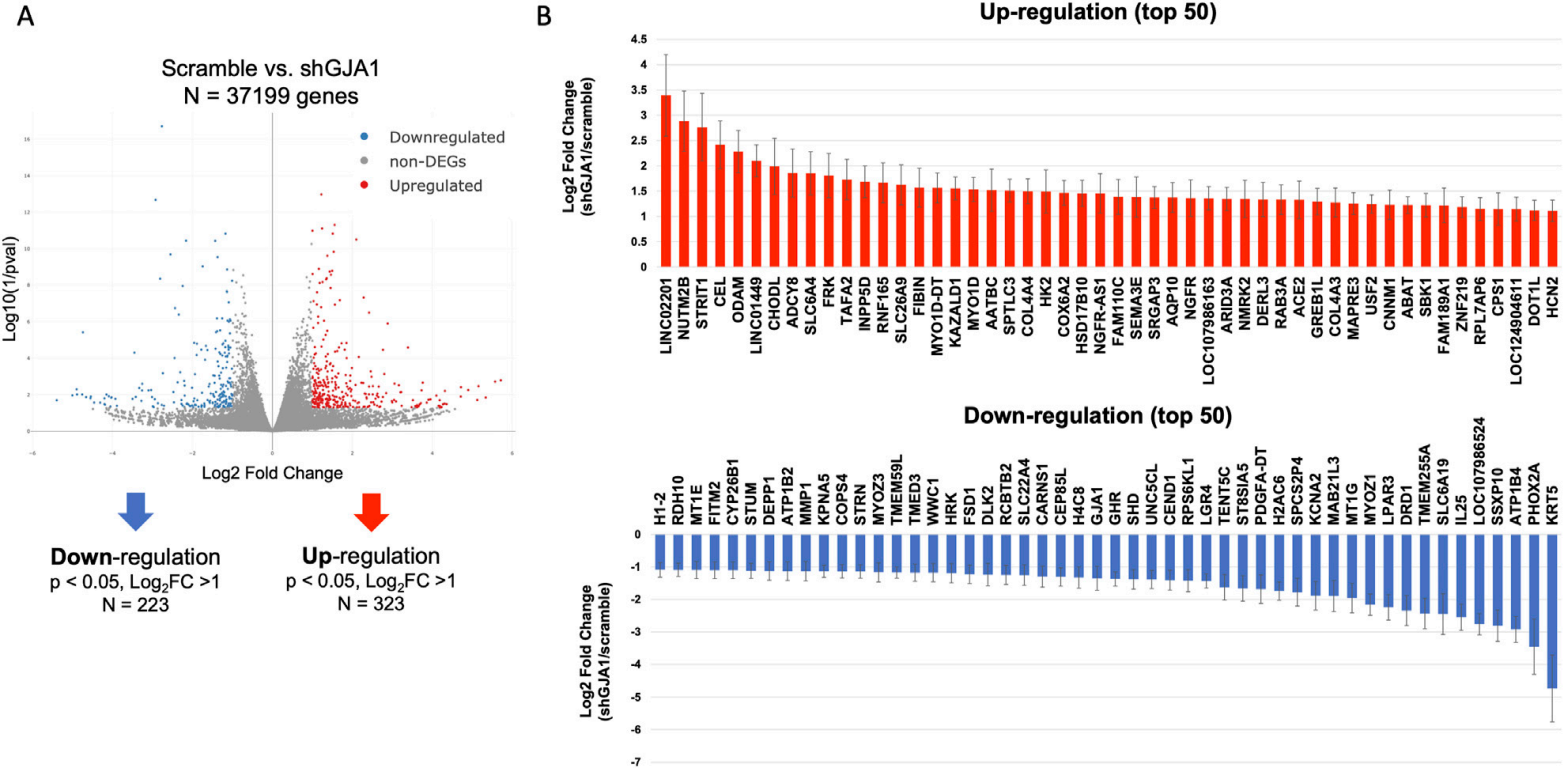
Transcriptomic impact of GJA1 suppression. **(A)** RNA sequencing and volcano plot analysis (n = 3). **(B)** DEGs involved in shGJA1, represented as the log_2_ fold change relative to scramble Error bar indicates standard error. DEG, differentially expressed gene.

Next, we further assessed the downstream effects of GJA1 gene regulation, as its impact remains unclear. 

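GJA1 mRNA was higher in every GJA1-OE library than in every GFP control library. Its normalized count was 8222 ± 1290 in the GFP control (SD, n = 3 libraries) and 57120 ± 18600 in GJA1-OE (SD, n = 3). Within the replicate pairs, the GJA1-OE library held 3.69 times the control's normalized count in replicate 1, 8.66 times in replicate 2 and 9.46 times in replicate 3. The log2 fold change was 2.75 (standard error 0.29, adjusted p = 0.674 from limma; standard error 0.22, adjusted p = 0.00273 in the blocked fit; DESeq2 called the gene as well, adjusted p = 2.8e-19). GJA1P1, a processed pseudogene of GJA1 whose sequence resembles it, had 1 to 3 reads in the GFP control libraries and 13 to 50 in the GJA1-OE libraries. The hiPSC-CMs were transduced with AAV6 carrying GFP or GJA1, and their RNA was processed as for the knockdown, with a separate deposited table of normalized counts whose size factors were computed over its own 6 libraries. Reads assigned to genes numbered 17486097 to 20912400 in the GFP control (median 19754947) and 19144927 to 23499093 in GJA1-OE (median 19322695). The GJA1-OE and shGJA1 groups were each compared with their own control.

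**Figure D1:**
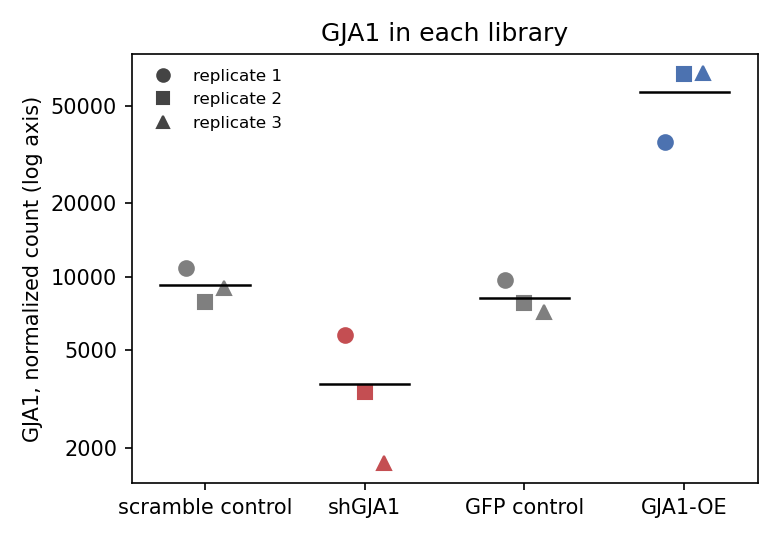
Normalized count of GJA1 in each of the 12 libraries on a log axis, by condition; symbols mark the replicate number and horizontal bars the mean of 3 libraries. The means are 9229 in the scramble control, 3625 in shGJA1, 8222 in the GFP control and 57120 in GJA1-OE.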

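The table of the GFP control and GJA1-OE libraries lists 37199 genes. At least 1 read was found for 33837 of them in any of the 6 libraries and for 21410 in all 6, and 3362 had none. A mean normalized count of at least 10 was reached by 18464 genes, which were tested.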

A total of 37,199 genes were also detected in the comparison between AAV6-GFP and GJA1-OE treated hiPSC-CMs. Of those, 211 genes were significantly downregulated in the GJA1-OE group compared to the control. 

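In the blocked fit, 567 genes were lower and 153 higher in GJA1-OE than in the GFP control at an adjusted p under 0.05 from limma. Without the block, limma called 0 genes (smallest adjusted p = 0.674). There, 813 genes had an unadjusted p under 0.05, and edgeR called 0 genes and DESeq2 6. At the study's threshold, limma called 141 genes as lower and 18 as higher, and 256 and 49 with the block. Genes of the hypoxia response fell together: of 20 measured, 16 fell, none rose and 4 did not pass the test (0 higher and 19 lower when adjusted over the list alone), with a median log2 fold change of -0.81. They included HK2 (log2 fold change -1.42, standard error 0.06, adjusted p = 6.44e-05), VEGFA, the angiogenic growth factor (log2 fold change -0.82, standard error 0.06, adjusted p = 0.00273), EGLN3, a prolyl hydroxylase that acts on hypoxia-inducible factors (log2 fold change -1.14, standard error 0.14, adjusted p = 0.00872) and the histone demethylase gene KDM3A (log2 fold change -0.59). The set test gave an adjusted p = 3.21e-14 from camera and 2.43e-24 with the block, and adjusted p = 0.452 and 0.539 with an estimated correlation. Of 26 genes of glycolysis, 17 fell and none rose (1 higher and 20 lower when adjusted over the list alone), with log2 fold changes of -1.68 for ENO2, -1.29 for ALDOC, -1.05 for PDK1 and -0.92 for PFKFB3. Camera gave this list an adjusted p = 3.21e-14 (2.46e-18 with the block), and adjusted p = 0.452 and 0.539 with an estimated correlation. Fibroblast markers fell beside these lists, 5 of 14 with none rising (0 higher and 10 lower when adjusted over the list alone), among them the fibrillar collagen genes COL1A1 (log2 fold change -0.65), COL1A2 (log2 fold change -0.58) and COL3A1 (log2 fold change -0.53). As a set, they had an adjusted p = 0.275 from camera (4.74e-07 with the block), and adjusted p = 0.914 and 0.539 with an estimated correlation. Of 13 protein-coding genes of the mitochondrial genome, 4 fell and none rose (0 higher and 11 lower when adjusted over the list alone), with log2 fold changes of -0.78 for MT-ND6 and -0.65 for MT-ND5, both subunits of respiratory complex I. For the list, camera gave adjusted p = 0.0127 without and 3.56e-08 with the block, and adjusted p = 0.873 and 0.539 with an estimated correlation. Of 22 targets of p53, 5 rose, none fell and 17 did not pass (15 higher and 0 lower when adjusted over the list alone), with log2 fold changes of 0.56 for SESN2, 0.54 for XPC and 0.52 for AEN. Tested as a set, the genes had an adjusted p = 1.27e-11 (1.3e-11 with the block) from camera, and adjusted p = 0.452 and 0.539 with an estimated correlation. Of 14 cardiac stress and natriuretic peptide genes, 4 fell and none rose (2 higher and 5 lower when adjusted over the list alone), among them the skeletal alpha-actin gene ACTA1 (log2 fold change -1.63), the small heat shock protein gene CRYAB (log2 fold change -0.82) and NPPB (log2 fold change -0.57). That list did not pass the set test (adjusted p = 0.0897 from camera without the block and 0.0572 with it), but did in the blocked fit without replicate 3 (adjusted p = 0.0138). Other genes that fell included FOS (log2 fold change -1.19), DUOX2 (log2 fold change -1.12) and TFRC, the transferrin receptor (log2 fold change -0.51). Genes that rose included LRATD2 (log2 fold change 0.59), PRKX (log2 fold change 0.66), the long non-coding RNA PCAT1 (log2 fold change 0.57) and PPRC1, a coactivator of mitochondrial biogenesis (log2 fold change 0.42). Without replicate 2 the blocked fit called 75 lower and 2 higher genes, and without replicate 1 366 and 79. At the study's threshold without the block, 362 genes were called without GJA1-OE replicate 1 and 103 without GJA1-OE replicate 2. The unblocked set call of the mitochondrial genes ended without GFP control replicate 2 (adjusted p = 0.0918) or 3 (adjusted p = 0.383) and without GJA1-OE replicate 1 (adjusted p = 0.613).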

The heat maps of the differentially expressed genes were shown in Supplementary Figure S8. We combined the data on genes upregulated in shGJA1 compared to scramble with those downregulated in GJA1-OE compared to control, and identified nineteen common genes that were regulated in opposite directions (Supplementary Figure S10A). Conversely, by combining the data on genes downregulated in shGJA1 compared to scramble and upregulated in GJA1-OE compared to control, we identified two genes; GJA1 and NPIPA9. 

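In the blocked fits, 35 genes were higher in shGJA1 and lower in GJA1-OE at the study's threshold, against 3.4 expected for independent lists (p = 2.14e-25, Fisher's exact test, two-sided). Without the block there were 9 such genes, against 1.34 expected (p = 8.09e-06, same exact test). The exact test treats genes as independent, which they are not, so its p-values do not measure the spread between libraries. Among these 9 were HK2, ADCY8, which encodes a calcium-stimulated adenylyl cyclase, DRD2, a dopamine receptor, NRN1, the neuritin gene, ODAM, the ubiquitin ligase gene RNF165, the T-box gene TBX10 and ENSG00000264272. Their log2 fold changes in shGJA1 ran from 1.11 for TBX10 to 2.15 for ODAM, and in GJA1-OE from -2.35 for NRN1 to -1.15 for TBX10. In GJA1-OE, 6 of the 9 reached an adjusted p under 0.05 in the blocked fit, and in shGJA1 all 9 did; DRD2 (adjusted p = 0.0569) and ENSG00000264272 (adjusted p = 0.138) were among those that did not in GJA1-OE. In the blocked fits 6 genes passed the threshold in the same direction in both comparisons. Without replicate 1, 2 and 3 these became 19, 11 and 3, beside 37, 59 and 31 in opposite directions. At an adjusted p under 0.05 in the blocked fits, 197 genes were higher in shGJA1 and lower in GJA1-OE (52.8 expected), and 10 were higher and 49 lower in both. The libraries of each comparison were also split into 3 against 3 in other ways. Without the block, 34 of 100 pairs of splits gave an overlap of at least the real 11 genes in opposite directions at the study's threshold. Those besides the real one part fewer than 3 replicate pairs in a comparison. Other splits have no set direction, so the larger of their opposite and same-direction overlaps was counted. With the block, 1 of 16 gave the real 37, too few pairs for a share under 0.05. Across the 18260 genes tested in both comparisons, which are not independent replicates, the log2 fold changes had a Pearson correlation of -0.191 and a Spearman correlation of -0.192.
Genes of the hypoxia response and of glycolysis were higher in shGJA1 and lower in GJA1-OE by the median of each list within each replicate pair. The median differences of the hypoxia list were 0.06 to 0.60 on the log2 scale in shGJA1 and -1.04 to -0.61 in GJA1-OE, and those of the glycolysis list 0.14 to 0.43 and -0.88 to -0.37. In replicate 2 of shGJA1, 12 of the hypoxia genes were higher and 8 lower than in its control.
Leaving out shGJA1 replicate 1 or shGJA1 replicate 3 left 5 genes higher in shGJA1 and lower in GJA1-OE without the block, leaving out shGJA1 replicate 2 gave 30, and leaving out GJA1-OE replicate 1 gave 19. The 35 genes of the blocked fits became 23 without replicate 3, and the 197 at an adjusted p under 0.05 became 82, 56 and 77 without replicate 1, 2 and 3.

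**Figure D2:**
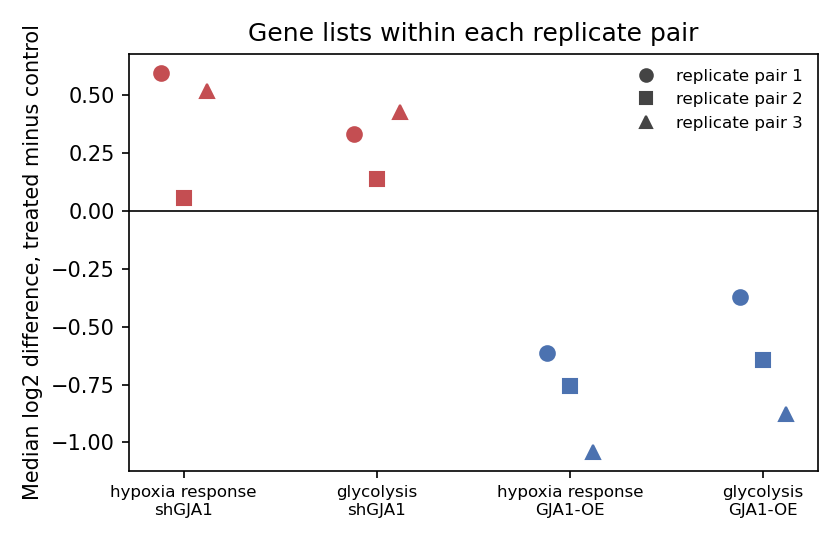
Median over the genes of each list of the log2 difference between the treated and the control library of a replicate pair, for the hypoxia response and glycolysis lists in both comparisons; each symbol is 1 replicate pair. The hypoxia list lies at 0.06 to 0.60 in shGJA1 and at -1.04 to -0.61 in GJA1-OE.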

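At the study's threshold, 2 genes were lower in shGJA1 and higher in GJA1-OE, against 0.121 expected (p = 0.00631, Fisher's exact test, two-sided). They were GJA1 itself and ENSG00000287661, a gene without a symbol on chromosome 1 from 48552991 to 48558106, with log2 fold changes of -1.07 in shGJA1 (standard error 0.29, adjusted p = 0.0281 in the blocked fit) and 1.66 in GJA1-OE (standard error 0.31, adjusted p = 0.0255 in the blocked fit). NPIPA9 (ENSG00000183889, chromosome 16 from 16317444 to 16350590), a member of a family of near-identical genes that may share reads, held 27 reads over the 3 scramble control libraries and 6 over the 3 shGJA1 libraries, a mean below the minimum for testing; the authors' table gives it a log2 fold change of -2.05 (adjusted p = 0.637, DESeq2). In GJA1-OE its log2 fold change was 1.95 (standard error 0.53, adjusted p = 0.0843 in the blocked fit). Another gene annotated as NPIPA9 was tested in both comparisons and went the other way. Its log2 fold changes were 0.56 in shGJA1 and -0.94 in GJA1-OE, and it passed an adjusted p of 0.05 in neither blocked fit. In the blocked fits the same 2 genes, GJA1 and ENSG00000287661, were lower in shGJA1 and higher in GJA1-OE at the study's threshold (0.496 expected, p = 0.0881, Fisher's exact test, two-sided). Without replicate 1, 2 and 3 there were 5, 8 and 8 such genes (p = 0.00416, 7.31e-06 and 2.02e-08, same exact test). At an adjusted p under 0.05 in the blocked fits, 29 genes were lower in shGJA1 and higher in GJA1-OE (12.1 expected, p = 1.19e-05, same exact test). These 29 became 10, 2 and 21 without replicate 1, 2 and 3. Here too the exact test treats genes as independent.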

NIPIPA9 has no biological process term. Among these, the common 19 genes were associated with cell proliferation, transcription, contraction, and BMP signaling pathways (Supplementary Figure S10B). Of these, the transforming growth factor alpha (TGFA) gene showed the highest upregulation in shGJA1-treated hiPSC-CMs compared to the AAV6-scramble group (log_2_FoldChange = 3.2, Supplementary Figure S11). Moreover, expression of the ERBB1 and ERBB4 genes, both TGFA- receptors, was detected in hiPSC-CMs (Supplementary Figure S5). In contrast, immunoglobulin kappa constant (IGKC) was the most downregulated in GJA1-OE-treated hiPSC-CMs compared to the AAV6-control group (log_2_FoldChange = –5.0).

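Of 52 cell cycle genes in shGJA1, 6 rose, 1 fell and 45 did not pass in the blocked fit (10 higher and 1 lower when adjusted over the list alone); E2F1, a transcription factor of S-phase entry, had a log2 fold change of 0.65 (adjusted p = 0.029). The set test gave an adjusted p = 0.0814 from camera and 0.00145 with the block, and adjusted p = 0.989 and 0.82 with an estimated correlation. In GJA1-OE, 0 of 52 rose and 1 fell (0 higher and 1 lower when adjusted over the list alone; adjusted p = 0.275 from camera without the block and 0.108 with it). Leaving out any 1 replicate of the blocked fit brought a set call, in opposite directions: the list's median, -0.11 with all libraries, was -0.34 without replicate 1 (adjusted p = 0.0234 from camera), -0.31 without replicate 2 (adjusted p = 0.000272) and 0.16 without replicate 3 (adjusted p = 0.0026). BMP signalling genes went both ways: in shGJA1 5 of 38 rose and 5 fell (5 higher and 5 lower when adjusted over the list alone; adjusted p = 0.899 from camera with the block), and in GJA1-OE 2 of 37 rose and none fell (4 higher and 3 lower when adjusted over the list alone; adjusted p = 0.93). In shGJA1 the BMP antagonist gene CHRD fell (log2 fold change -1.23), and so did GDF2, which encodes the ligand BMP9 (log2 fold change -1.13). Sarcomere genes in GJA1-OE numbered 3 higher and 7 lower of 41 (4 higher and 8 lower when adjusted over the list alone; adjusted p = 0.0838 from camera with the block, 0.00778 without replicate 2), among them TNNI3, cardiac troponin I (log2 fold change -0.49), CSRP3 (log2 fold change -0.42) and KLHL41 (log2 fold change -0.52). Of 33 calcium handling genes 5 fell and none rose (0 higher and 7 lower when adjusted over the list alone; adjusted p = 0.0838 from camera with the block, 0.0144 without replicate 2), among them SLN, whose product sarcolipin inhibits SERCA (log2 fold change -1.93). From the genes regulated in opposite directions, the paper reasons that regulating Cx43 bears on BMP signaling, contraction, transcription and proliferation.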

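TGFA (ENSG00000163235, chromosome 2 from 70447284 to 70554193) encodes a ligand of the EGF receptor. Its normalized count was 61.6, 33.3 and 27.9 in the scramble control replicates 1, 2 and 3 and 711, 34.2 and 356 in the shGJA1 replicates, so that it was higher in replicates 1 and 3 and nearly equal in replicate 2. The log2 fold change was 2.39 in limma (standard error 1.02, adjusted p = 0.361 without the block, and standard error 0.54, adjusted p = 0.0139 with it). DESeq2 gave 3.165, beside the paper's 3.2. In limma without the block it was 1.50 without shGJA1 replicate 1 and 3.67 without shGJA1 replicate 2. Among the 35 genes higher in shGJA1 and lower in GJA1-OE at the study's threshold in the blocked fits, the 2.39 of TGFA was the largest log2 fold change in shGJA1. In GJA1-OE its log2 fold change was -1.14 (standard error 0.40, adjusted p = 0.16 in the blocked fit). The call in shGJA1 ended without either of these replicates: leaving out replicate 1 gave an adjusted p of 0.144 and leaving out replicate 3 an adjusted p of 0.0558 in the blocked fit. Of 13 measured ERBB ligands and receptors, 5 rose in shGJA1 and none fell (6 higher and 0 lower when adjusted over the list alone); TGFA, which the study picked from these libraries, is one of the 5. The ligand genes EGF and AREG had log2 fold changes of 0.89 (adjusted p = 0.00116 in the blocked fit) and 0.73 (adjusted p = 0.0075). ERBB4 rose (log2 fold change 0.78, adjusted p = 0.000856), while EGFR, also known as ERBB1, had a log2 fold change of 0.21 (adjusted p = 0.137). Camera gave this list an adjusted p = 0.00928 (0.000886 with the block), and adjusted p = 0.323 and 0.82 with an estimated correlation.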

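IGKC (ENSG00000211592, chromosome 2 from 88857161 to 88857683), the constant region of the immunoglobulin kappa light chain, held 31 reads over the 3 GFP control libraries and 1 read over the 3 GJA1-OE libraries. Its mean normalized count over the 6 libraries, 5.59, lies below the minimum of 10, so it was not among the tested genes; with no filter, limma gave it an adjusted p = 0.911. The authors' table gives it a log2 fold change of -5.01 (adjusted p = 0.364, DESeq2). Of 15 B cell and immunoglobulin genes listed as markers, 0 reached the minimum for testing in either comparison.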

## 4 Discussion

In this study, we used AAV6 to regulate *GJA1* gene expression in bioengineered hiPSC-derived cardiac tissues and assessed the effects on tissue function and underlying mechanisms. The key findings of the study were: 1) Overexpression of Cx43 did not significantly influence contractile properties or synchrony, and 2) suppression of Cx43 enhanced contractile force without impairing synchrony. These results suggest novel functional roles for Cx43.

In the heart, three major gap junction proteins are present in conductive and working myocardial cells: Cx40, Cx43, and Cx45. Cx40 is primarily expressed in atrial myocytes and the cardiac conduction system, while Cx43 is the most abundant, extensively expressed in atrial and ventricular myocytes, with lower expression in parts of the ventricular conduction system. Cx45 is mainly localized to the sinoatrial node, atrioventricular node, and the conduction system (van Kempen et al., 1995; Fontes et al., 2012). The hiPSC-CMs used in our study developed a myosin light chain 2v (MLC2v)-positive ventricular phenotype, with the *GJA1* gene (encoding Cx43) expressed at significantly higher levels than the *GJC1* and *GJA5* genes (Takada et al., 2022; Sasaki et al., 2018). Consequently, we focused our investigation on Cx43.

Although the iPSC-CMs exhibited lower *GJA1* expression compared to neonatal mouse cardiomyocytes (Marcu et al., 2015), intercalated disc-like structures were still observed between neighboring iPSC-CMs, even with the reduced levels of Cx43 (Kiss et al., 2022). In our study, tissues treated with GJA1-OE showed some Cx43 was aggregated, though Cx43 was also distributed circumferentially, with endogenous Cx43 detected (Figure 2C; Supplementary Figure S1). Previous research has reported slower conduction velocity in murine stem cell-derived cardiomyocytes compared to primary cardiomyocytes (Kucera et al., 2015). Sottas et al. (2018) found that increased Cx43 expression enhanced gap junction formation and significantly improved the spatiotemporal characteristics of signal propagation in murine iPSC-CMs. However, these studies focused on cellular-level analysis, and the effect of basal materials on the cardiomyocyte contraction may be of concern because the cardiomyocytes are fixed on the experimental polystyrene dish with high Young’s modulus (Kurotsu et al., 2020). We believe that it is also important to assess the function of the entire cardiac tissue because it indicates the cellular functional integration. Using our original methods with silicon mold and the fibrin gel which is comparable to Young’s modulus of native human heart, the cardiac tissue can be fixed to not only the contractile measurement system but also a 3.5 cm dish without the bottom sticking on the dish (Takada et al., 2022). Utilizing this system, the current study investigated how Cx43 regulation affected contractility and synchrony at entire human iPSC-derived cardiac tissues.

Next, we explore the underlying mechanisms behind the improved contractile force observed in AAV6-shGJA1 cardiac tissues. Actually, negative regulation of cell differentiation, muscle myosin complex, chromatin, and etc., were documented in the gene ontology analyses. We further performed gene selection among those that were upregulated or downregulated in shGJA1 compared to the scramble control. 

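Among 9 genes with a reported link to proliferation that rose in shGJA1 were ARID3A, a DNA-binding protein of the ARID family (log2 fold change 1.32, standard error 0.10, adjusted p = 0.000108 in the blocked fit), and KAZALD1, a secreted protein with an IGF-binding domain (log2 fold change 1.53, standard error 0.15, adjusted p = 0.000319). RAB3A, a small GTPase of vesicle release, had a log2 fold change of 1.26. LINC02201 rose from a mean normalized count of 3.15 to 33.1 (log2 fold change 3.30, standard error 0.61), so that its fold rests on few reads in the control. The log2 fold changes of the others were 2.15 for ODAM, 2.08 for LINC01449, 1.39 for SEMA3E, 1.32 for DERL3 and 1.21 for SBK1. All 9 passed an adjusted p of 0.05 in the blocked fit; without the block 0 did in limma and edgeR and all 9 in DESeq2 (highest adjusted p = 0.0495, SEMA3E). The study chose them on these samples, so their direction is not independent evidence (9 higher and 0 lower when adjusted over the list alone) and no set test is given in shGJA1. In GJA1-OE, 2 of the 9, ODAM and RAB3A, fell in the blocked fit (log2 fold changes of -1.79 and -0.73; 0 higher and 2 lower when adjusted over the list alone), and 7 of the 9 had a log2 fold change below 0. As a set, they had an adjusted p = 0.00466 from camera (0.0328 with the block), and adjusted p = 0.452 and 0.539 with an estimated correlation. The blocked call ended without replicate 1 (adjusted p = 0.0688).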

Among the top 50 upregulated genes, *LINC02201*, *ODAM*, *LINC01449*, *KAZALD1, SEMA3E, ARID3A, DERL3, RAB3A, and SBK1* have been reported to promote cell proliferation (Wu et al., 2020; Hou et al., 2023; Wang et al., 2013; Shen et al., 2022; Angelis et al., 2024; Shibata et al., 2017; Kim et al., 2014; Chen et al., 2023). Additionally, *ADCY8* and *COX6A2* have been associated with enhanced cardiac contractile force (Tarasov et al., 2022; Jiang et al., 2023). 

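Both genes rose in shGJA1 and fell in GJA1-OE in the blocked fits. ADCY8 had a mean normalized count of 25.6 in the scramble control and 92.6 in shGJA1 (log2 fold change 1.72, standard error 0.26, adjusted p = 0.00212), and a log2 fold change of -1.62 in GJA1-OE (standard error 0.35, adjusted p = 0.0401). COX6A2, the heart and skeletal muscle isoform of a subunit of cytochrome c oxidase, rose from 374 to 1031 normalized counts in shGJA1 (log2 fold change 1.43, standard error 0.11, adjusted p = 0.000131) and fell by 0.86 on the log2 scale in GJA1-OE (standard error 0.14, adjusted p = 0.0168). The study chose both genes on the shGJA1 libraries, so their rise there is not independent evidence. Without the block neither passed in either comparison in limma (adjusted p = 0.18 and 0.0865 in shGJA1), while both passed in shGJA1 in DESeq2 (adjusted p = 0.0142 and 3.9e-06), and without replicate 2 the adjusted p in GJA1-OE was 0.0742 for ADCY8 and 0.106 for COX6A2 in the blocked fit.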

*DERL3* and *NMRK2* have been reported to play potentially protective roles in the failing heart (Belmont et al., 2010; Diguet et al., 2018). Conversely, among the top 50 downregulated genes, *PHOX2A*, *SLC6A19*, *CEND1, CEP85L, HRK, WWC1, KPNA5, MMP1, and ATP1B2* have been reported to inhibit cell proliferation (Wang et al., 2016; Chang et al., 2025; Liu et al., 2024; Lu et al., 2020; Wang et al., 2022; Chen, 2022; Gao et al., 2023; Du et al., 2022; Kong et al., 2021), while *DRD1*, *DEPP1, and STRN* has been negatively correlated with cardiac contraction (Nakamura et al., 2022; Wyant et al., 2024; Chacar et al., 2025). 

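DERL3 takes part in the degradation of misfolded proteins of the endoplasmic reticulum. Its mean normalized count was 28.4 in the scramble control and 71.8 in shGJA1 (standard error 0.26 on the log2 scale, adjusted p = 0.00681 in the blocked fit and 0.115 without the block, from limma, and 0.0126 in DESeq2 without it). NMRK2, a muscle kinase of the nicotinamide riboside route to NAD, went from 184 to 468 (log2 fold change 1.47, standard error 0.21, adjusted p = 0.00152 in the blocked fit; adjusted p = 0.186 without the block and 0.0297 in DESeq2 without it). In every shGJA1 library both genes lay above every scramble control library. The study chose both on these libraries, so this separation is not independent evidence. Of all tested genes, 20.8% were separated in either direction, against 10% by chance. In GJA1-OE the log2 fold changes were 0.35 for DERL3 (adjusted p = 0.484) and -0.23 for NMRK2 (adjusted p = 0.566) in the blocked fit.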

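All 9 genes linked to the inhibition of proliferation and all 3 linked to contraction fell in the blocked fit. PHOX2A, a homeobox transcription factor of autonomic neurons, went from a mean normalized count of 107 to 9.71 (log2 fold change -3.21, standard error 0.34, adjusted p = 0.000426). WWC1, the Hippo pathway protein KIBRA, had a log2 fold change of -1.19, ATP1B2, a beta subunit of the sodium-potassium pump, of -1.08, and MMP1, a collagenase, of -1.14. The remaining log2 fold changes were -2.17 for SLC6A19, -1.45 for CEND1, -1.27 for CEP85L, -1.21 for HRK and -1.12 for KPNA5. The dopamine receptor gene DRD1 fell (log2 fold change -2.29, standard error 0.33, adjusted p = 0.00169), with STRN, which encodes the scaffold protein striatin (log2 fold change -1.12, standard error 0.11, adjusted p = 0.000377), and DEPP1, a target of FOXO transcription factors (log2 fold change -1.15). Without the block none of the 12 passed an adjusted p of 0.05 in limma or edgeR, and all 12 did in DESeq2 (highest adjusted p = 0.0209, MMP1); the unadjusted p in limma ran from 6.84e-05 for KPNA5 to 0.0172 for PHOX2A. The study chose these genes on the same libraries, so their direction is not independent evidence and no set test is given in shGJA1. Of the proliferation genes, 0 were higher and 9 lower when adjusted over the list alone. Of the contraction genes, 0 were higher and 3 lower when adjusted over the list alone. In GJA1-OE, ATP1B2 fell as it did in shGJA1 (log2 fold change -0.95, adjusted p = 0.00823 in the blocked fit), and no other gene of the 12 passed. There, 6 of the 9 proliferation genes had a log2 fold change below 0 and 3 above (0 higher and 3 lower when adjusted over the list alone). That list did not pass the set test in GJA1-OE (adjusted p = 0.0739 from camera without the block and 0.108 with it). Nor did the 3 contraction genes (adjusted p = 0.649 and 0.988 from camera).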

Although these findings are consistent with our results, further investigation is warranted to elucidate the underlying mechanisms linking cell proliferation and enhanced contractile force through Cx43 suppression.

Regarding the regulation of *GJA1* gene, RNA sequencing revealed that the regulation of Cx43 was associated with key processes such as cell proliferation, transcription, contraction, and BMP signaling. *TGFA* gene showed the highest upregulation in shGJA1-treated hiPSC-CMs compared to the AAV6-scramble group. Meanwhile, *IGKC* was the most downregulated in GJA1-OE-treated hiPSC-CMs compared to the AAV6-control group. 

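The read counts behind the 3 genes differ. C11orf21 had a mean normalized count of 131 in the scramble control and 375 in shGJA1 (log2 fold change 1.20, adjusted p = 0.00992 in the blocked fit), and 308 in the GFP control and 144 in GJA1-OE (log2 fold change -1.01, adjusted p = 0.0114). HLA-DQB1-AS1, a non-coding RNA antisense to HLA-DQB1, had mean normalized counts of 5.83 and 18.8 in the scramble control and shGJA1 (log2 fold change 1.54, adjusted p = 0.0442 in the blocked fit), and 37 reads over the GFP control libraries against 5 over the GJA1-OE libraries, too few for testing. IGKC had 6 reads over the scramble control libraries and 44 over the shGJA1 libraries, also below the minimum.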

Among the 19 commonly identified genes, *IGKC*, *HLA-DQB1-AS1*, and *C11orf21* did not have any biological process term. Of the rest, we focused on *TGFA* gene. Previous studies have shown that *TGFA* is linked to ERBB signaling, cell survival, and growth (Hua et al., 2016; Xu et al., 2020), while Cx43 has been reported to inhibit cancer cell growth through cell-cell communication or protein-protein interactions (Mehta et al., 1999; Ionta et al., 2009). Overexpression of Cx43 has also been shown to suppress cell cycle progression in HuH-7 cells (Hino et al., 2015). Various mechanisms have been proposed for Cx43-mediated inhibition of cell proliferation (Graham et al., 2018). Another previous reports showed that the injured heart showed de-differentiation and proliferation, especially in immature cells (Ogawa et al., 2021; Yuan and Braun, 2017; Porrello et al., 2011). Although we confirmed the expression of ERBB1 and ERBB4 gene, both TGFA- receptors, in hiPSC-CMs, the detailed interactions between *TGFA* and Cx43 remain unclear. However, we believe that the identification of 19 genes showing reciprocal expression changes provides meaningful insights into downstream pathways affected by GJA1 because the effects of regulating *GJA1*, the gene encoding Cx43, on contractility and synchrony in human cardiac tissues, as well as the underlying mechanisms, remain unclear.

Our findings might be limited in developmentally immature human iPSC-derived cardiac tissues because a previous report showed the downregulation of Cx43 *in vivo* studies did not have any discernible effect on contractile heart function (Gutstein et al., 2001). Relative mRNA expression levels of Cx43 in murin ESC- and iPSC-CMs were approximately 1/10 compared to the neonatal Cx43 expression (Marcu et al., 2015). Actually, the contractile force of native human cardiac tissue was 16–44 mN/mm^2^ (Mashali et al., 2021; Hasenfuss et al., 1991), meanwhile, our fabricated human iPSC-derived cardiac tissues showed 1.7–3.3 mN/mm with negative FFR and lacked other types of cells (Takada et al., 2022; Sasaki et al., 2018). In the current study, SCN5A gene expression did not change after overexpression or downregulation of Cx43, but the NaV1.5 channels localization might be changed (Sottas et al., 2018). However, we have reported hiPSC-derived cardiac tissues shows physiologically similar characteristics to native human heart. For instance, the contraction and beating ratio increased in response to the isoproterenol in the tissues. It is similar to those in native human heart in clinical practice. We further have reported the contraction and beating rate in response to drugs such as propranolol, verapamil, thapsigargin, ryanodine, blebbistatin, ivabradine, and omecamtiv mecarbil. Although some gene expression levels were low compared with human primary heart, the characteristics of the drug response in hiPSC-derived cardiac tissues were also similar to clinical findings in human heart (Hinata et al., 2024). Additionally, the effect of adrenaline administration on the contractile force and beating rate of hiPSC-derived cardiac tissues was examined. Both the contractile force and the beating rate significantly increased within a few minutes. Furthermore, when we stretched the tissues by 5% up to 20%, the contractile force increased, suggesting that it was physiologically relevant to actual human cardiac tissue, known as Frank-Starling mechanism (Sasaki et al., 2018).

To summarize the results of this study, the gene expression of *GJA1* and protein expression of Cx43 were 17 and 1.9 times higher, respectively, in AAV6-GJA1-OE-treated hiPSC-derived cardiac tissues compared to controls. However, no significant differences in contractility or synchrony were observed. In contrast, in AAV6-shGJA1-treated tissues, *GJA1* gene expression and Cx43 protein levels were reduced to 0.35 and 0.18 times, respectively, compared to the scramble group. Contractility was significantly improved in the shGJA1 group compared to the scramble group, but synchrony did not differ significantly between the two groups. Previous reports showed that the GJA1 gene expression levels in some hiPSC-CMs or hiPSC-derived cardiac tissues were similar or higher compared to that of human adult heart (Besser et al., 2018; Kodama et al., 2019). The GJA1 gene expression levels in control and scramble were consistent with those reports, but another report showed the opposite results (Ronaldson-Bouchard et al., 2018). Although the polarization of intercalated discs, including Cx43, has been associated with the maturation of hiPSC-CMs (Karbassi et al., 2020), such polarization was not clearly observed in either the control or scramble group in the current study. The direct relationship between GJA1 gene expression and the maturation state of hiPSC-CMs does not appear to be fully established. Next, we showed relative values of GJA1 overexpression or shGJA1 to control or scramble, respectively, but a clear indication of the normal Cx43 level was limited. However, both hiPSC-derived cardiac tissues with low (mean 0.652 times; shGJA1) and high GJA1 gene expression levels (mean 23.5 times; GJA1-OE), compared to adult normal human heart, exhibited synchronous contraction. It should be noted that AAV-mediated overexpression and shRNA-mediated knockdown of endogenous GJA1 (Cx43) are physiologically distinct approaches. We have compared GJA1-OE only with its corresponding control, and shRNA-mediated knockdown (shGJA1) with the scramble RNA control group. Accordingly, we have not conducted any direct comparisons between the GJA1-OE and shGJA1 groups.

Previous studies have shown that Cx43 knock-out mice embryos die at birth due to a failure in pulmonary gas exchange caused by swelling and blockage of the right ventricular outflow tract (Reaume et al., 1995). Moreover, mice with a cardiac-specific loss of Cx43 exhibited normal heart structure and contractile function but developed sudden cardiac death due to spontaneous ventricular arrhythmias by 2 months of age (Gutstein et al., 2001). In our study, although Cx43 expression was reduced, it was not completely abolished, and residual Cx43 may have contributed to maintaining synchrony. Interestingly, Wang et al. demonstrated that gap junctional and ephaptic coupling synergistically but redundantly excited myocytes coupled to fibroblasts. They further suggested that connexin-dependent gap junction coupling was not essential for fibroblast-myocyte electrical coupling, as ephaptic coupling mediated myocyte excitation at low gap junction conductance (Wang et al., 2023). In our study, electrical coupling between myocytes was observed in calcium imaging, even in the population with low Cx43 expression levels. Based on these findings, we propose that the expression level of Cx43, if present above a certain threshold, may be sufficient to maintain synchronous contraction at the tissue level.

Finally, as a clinical implication, in failing human hearts with systolic dysfunction, both myofiber disarray and reduced Cx43 expression were observed compared to healthy donor hearts (Kostin et al., 2003). In light of our current results, we speculate that the suppression of Cx43, which improves contractile force without compromising synchrony, may represent a compensatory mechanism in the context of systolic dysfunction. Further investigation is needed to elucidate the role of Cx43 in failing heart.

## 5 Conclusion

Overexpression of Cx43 does not appear to significantly impact either contractility or synchrony in hiPSC-derived cardiac tissues. In contrast, Cx43 suppression may enhance contractility without compromising tissue-wide synchrony. Furthermore, Cx43 expression levels above a certain threshold may be sufficient to maintain synchronous contraction in the entire cardiac tissues.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304132.

## References

[B1] AngelisN.BauliesA.HublF.KucharskaA.KellyG.LlorianM. (2024). Loss of ARID3A perturbs intestinal epithelial proliferation-differentiation ratio and regeneration. J. Exp. Med. 221, e20232279. 10.1084/jem.20232279 39150450 PMC11329776

[B2] BelmontP. J.ChenW. J.San PedroM. N.ThueraufD. J.Gellings LoweN.GudeN. (2010). Roles for endoplasmic reticulum-associated degradation and the novel endoplasmic reticulum stress response gene Derlin-3 in the ischemic heart. Circ. Res. 106, 307–316. 10.1161/circresaha.109.203901 19940266 PMC3330119

[B4] BesserR. R.IshahakM.MayoV.CarboneroD.ClaureI.AgarwalA. (2018). Engineered microenvironments for maturation of stem cell derived cardiac myocytes. Theranostics 8, 124–140. 10.7150/thno.19441 29290797 PMC5743464

[B5] ChacarS.AbdrabouW.Al HagehC.AliL.VenkatachalamT.ZallouaP. (2025). Remodeling of the cardiac striatin interactome and its dynamics in the diabetic heart. Sci. Rep. 15, 7384. 10.1038/s41598-025-91098-6 40025125 PMC11873221

[B6] ChangQ.ZhaoS.SunJ.GuoW.YangL.QiuL. (2025). Identification of a novel prognostic and therapeutic prediction model in clear cell renal carcinoma based on Renin-angiotensin system related genes. Front. Endocrinol. (Lausanne) 16, 1521940. 10.3389/fendo.2025.1521940 40099255 PMC11911175

[B7] ChenL. (2022). TAOK1 promotes proliferation and invasion of non-small-cell lung cancer cells by inhibition of WWC1. Comput. Math. Methods Med. 2022, 1–9. 10.1155/2022/3157448 PMC949976136158126

[B8] ChenX.SunZ.ZhouS.JiangW.LiJ.SongG. (2023). SH3 domain‐binding kinase 1 promotes proliferation and inhibits apoptosis of cervical cancer via activating the Wnt/β‐catenin and Raf/ERK1/2 signaling pathways. Mol. Carcinog. 62, 1147–1162. 10.1002/mc.23552 37132991

[B9] DiguetN.TrammellS. A. J.TannousC.DelouxR.PiquereauJ.MougenotN. (2018). Nicotinamide riboside preserves cardiac function in a mouse model of dilated cardiomyopathy. Circulation 137, 2256–2273. 10.1161/circulationaha.116.026099 29217642 PMC6954688

[B10] DuL.LiuN.JinJ.CaoM.SunY.GaoX. (2022). ZNF3 regulates proliferation, migration and invasion through MMP1 and TWIST in colorectal cancer. Acta Biochim. Biophys. Sin. (Shanghai). 54, 1889–1896. 10.3724/abbs.2022187 36789689 PMC10157515

[B12] FontesM. S.van VeenT. A.de BakkerJ. M.van RijenH. V. (2012). Functional consequences of abnormal Cx43 expression in the heart. Biochim. Biophys. Acta 1818, 2020–2029. 10.1016/j.bbamem.2011.07.039 21839722

[B13] GaoG.LiX.WuH.HuangL. L.LinY. X.HuoZ. (2023). LncRNA SNHG6 upregulates KPNA5 to overcome gemcitabine resistance in pancreatic cancer via sponging miR-944. Pharm. (Basel) 16, 184. 10.3390/ph16020184 PMC996129637259332

[B14] GrahamS. V.JiangJ. X.MesnilM. (2018). Connexins and pannexins: important players in tumorigenesis, metastasis and potential therapeutics. Int. J. Mol. Sci. 19, 1645. 10.3390/ijms19061645 29865195 PMC6032133

[B15] GutsteinD. E.MorleyG. E.TamaddonH.VaidyaD.SchneiderM. D.ChenJ. (2001). Conduction slowing and sudden arrhythmic death in mice with cardiac-restricted inactivation of connexin43. Circ. Res. 88, 333–339. 10.1161/01.res.88.3.333 11179202 PMC3630465

[B17] HasenfussG.MulieriL. A.BlanchardE. M.HolubarschC.LeavittB. J.IttlemanF. (1991). Energetics of isometric force development in control and volume-overload human myocardium. Comparison with animal species. Circ. Res. 68, 836–846. 10.1161/01.res.68.3.836 1742869

[B19] HinataY.SasakiD.MatsuuraK.ShimizuT. (2024). Induction of cardiac alternans in human iPS-derived cardiomyocytes through beta-adrenergic receptor stimulation. Physiol. Rep. 12, e70152. 10.14814/phy2.70152 39715724 PMC11666346

[B20] HinoH.DaiP.YoshidaT.HatakeyamaT.HaradaY.OtsujiE. (2015). Interaction of Cx43 with Hsc70 regulates G1/S transition through CDK inhibitor p27. Sci. Rep. 5, 15365. 10.1038/srep15365 26481195 PMC4612729

[B22] HouM.LiuS.YanK.SunZ.LiS. (2023). Downregulation of odontogenic ameloblast-associated protein in the progression of periodontal disease affects cell adhesion, proliferation, and migration. Arch. Oral Biol. 145, 105588. 10.1016/j.archoralbio.2022.105588 36442302

[B23] HuaG.HeC.LvX.FanL.WangC.RemmengaS. W. (2016). The four and a half LIM domains 2 (FHL2) regulates ovarian granulosa cell tumor progression via controlling AKT1 transcription. Cell Death Dis. 7, e2297. 10.1038/cddis.2016.207 27415427 PMC4973349

[B24] IontaM.FerreiraR. A.PfisterS. C.Machado-SantelliG. M. (2009). Exogenous Cx43 expression decrease cell proliferation rate in rat hepatocarcinoma cells independently of functional gap junction. Cancer Cell Int. 9, 22. 10.1186/1475-2867-9-22 19678939 PMC2738655

[B25] JiangM.SongY.ChenX.LuW.ZhuM.WeiM. (2023). COX6A2 deficiency leads to cardiac remodeling in human pluripotent stem cell-derived cardiomyocytes. Stem Cell Res. Ther. 14, 357. 10.1186/s13287-023-03596-x 38072986 PMC10712066

[B26] KarbassiE.FenixA.MarchianoS.MuraokaN.NakamuraK.YangX. (2020). Cardiomyocyte maturation: advances in knowledge and implications for regenerative medicine. Nat. Rev. Cardiol. 17, 341–359. 10.1038/s41569-019-0331-x 32015528 PMC7239749

[B27] KimJ. K.LeeS. Y.ParkC. W.ParkS. H.YinJ.KimJ. (2014). Rab3a promotes brain tumor initiation and progression. Mol. Biol. Rep. 41, 5903–5911. 10.1007/s11033-014-3465-2 24965146

[B28] KissE.FischerC.SauterJ. M.SunJ.UllrichN. D. (2022). The structural and the functional aspects of intercellular communication in iPSC-Cardiomyocytes. Int. J. Mol. Sci. 23, 4460. 10.3390/ijms23084460 35457277 PMC9031673

[B30] KodamaM.FurutaniK.KimuraR.AndoT.SakamotoK.NagamoriS. (2019). Systematic expression analysis of genes related to generation of action potentials in human iPS cell-derived cardiomyocytes. J. Pharmacol. Sci. 140, 325–330. 10.1016/j.jphs.2019.06.006 31279582

[B31] KongX.WangJ. S.YangH. (2021). Upregulation of lncRNA DARS-AS1 accelerates tumor malignancy in cervical cancer by activating cGMP-PKG pathway. J. Biochem. Mol. Toxicol. 35, 1–11. 10.1002/jbt.22749 33634536

[B32] KostinS.RiegerM.DammerS.HeinS.RichterM.KlovekornW. P. (2003). Gap junction remodeling and altered connexin43 expression in the failing human heart. Mol. Cell Biochem. 242, 135–144. 10.1023/a:1021154115673 12619876

[B33] KuceraJ. P.PrudatY.MarcuI. C.AzzaritoM.UllrichN. D. (2015). Slow conduction in mixed cultured strands of primary ventricular cells and stem cell-derived cardiomyocytes. Front. Cell Dev. Biol. 3, 58. 10.3389/fcell.2015.00058 26442264 PMC4585316

[B34] KurotsuS.SadahiroT.FujitaR.TaniH.YamakawaH.TamuraF. (2020). Soft matrix promotes cardiac reprogramming via inhibition of YAP/TAZ and suppression of fibroblast signatures. Stem Cell Rep. 15, 612–628. 10.1016/j.stemcr.2020.07.022 PMC748630532857980

[B68] LiuH.ZhouR.LiS.DongJ.FangY.LuoY. (2024). Epigenetic repression 1169 of Cend1 by lysine-specific demethylase 1 is essential for murine heart development. 1170 iScience 27, 108722. 10.1016/j.isci.2023.108722 PMC1078826938226173

[B37] LuJ.WangY. H.HuangX. Y.XieJ. W.WangJ. B.LinJ. X. (2020). circ-CEP85L suppresses the proliferation and invasion of gastric cancer by regulating NFKBIA expression via miR-942-5p. J. Cell Physiol. 235, 6287–6299. 10.1002/jcp.29556 32026471

[B38] MarcuI. C.IllasteA.HeukingP.JaconiM. E.UllrichN. D. (2015). Functional characterization and comparison of intercellular communication in stem cell-derived cardiomyocytes. Stem Cells 33, 2208–2218. 10.1002/stem.2009 25968594

[B39] MashaliM. A.SaadN. S.CananB. D.ElnakishM. T.Milani-NejadN.ChungJ. H. (2021). Impact of etiology on force and kinetics of left ventricular end-stage failing human myocardium. J. Mol. Cell Cardiol. 156, 7–19. 10.1016/j.yjmcc.2021.03.007 33766524 PMC8217133

[B40] MatsuuraK.SetaH.HaraguchiY.AlsayeghK.SekineH.ShimizuT. (2016). TRPV-1-mediated elimination of residual iPS cells in bioengineered cardiac cell sheet tissues. Sci. Rep. 6, 21747. 10.1038/srep21747 26888607 PMC4757885

[B41] MatsuuraK.WadaM.ShimizuT.HaraguchiY.SatoF.SugiyamaK. (2012). Creation of human cardiac cell sheets using pluripotent stem cells. Biochem. Biophys. Res. Commun. 425, 321–327. 10.1016/j.bbrc.2012.07.089 22842572

[B42] MehtaP. P.Perez-StableC.NadjiM.MianM.AsotraK.RoosB. A. (1999). Suppression of human prostate cancer cell growth by forced expression of connexin genes. Dev. Genet. 24, 91–110. 10.1002/(sici)1520-6408(1999)24:1/2<91::aid-dvg10>3.0.co;2-# 10079514

[B43] NakamuraS.NumataG.YamaguchiT.TokiwaH.HigashikuniY.NomuraS. (2022). Endoplasmic reticulum stress-activated nuclear factor-kappa B signaling pathway induces the upregulation of cardiomyocyte dopamine D1 receptor in heart failure. Biochem. Biophys. Res. Commun. 637, 247–253. 10.1016/j.bbrc.2022.11.031 36410273

[B44] OgawaM.GengF. S.HumphreysD. T.KristiantoE.ShengD. Z.HuiS. P. (2021). Kruppel-like factor 1 is a core cardiomyogenic trigger in zebrafish. Science 372, 201–205. 10.1126/science.abe2762 33833125

[B46] PorrelloE. R.MahmoudA. I.SimpsonE.HillJ. A.RichardsonJ. A.OlsonE. N. (2011). Transient regenerative potential of the neonatal mouse heart. Science 331, 1078–1080. 10.1126/science.1200708 21350179 PMC3099478

[B47] ReaumeA. G.de SousaP. A.KulkarniS.LangilleB. L.ZhuD.DaviesT. C. (1995). Cardiac malformation in neonatal mice lacking connexin43. Science 267, 1831–1834. 10.1126/science.7892609 7892609

[B48] Ronaldson-BouchardK.MaS. P.YeagerK.ChenT.SongL.SirabellaD. (2018). Advanced maturation of human cardiac tissue grown from pluripotent stem cells. Nature 556, 239–243. 10.1038/s41586-018-0016-3 29618819 PMC5895513

[B49] SasakiD.MatsuuraK.SetaH.HaraguchiY.OkanoT.ShimizuT. (2018). Contractile force measurement of human induced pluripotent stem cell-derived cardiac cell sheet-tissue. PLoS One 13, e0198026. 10.1371/journal.pone.0198026 29791489 PMC5965888

[B50] ShenM.ChenY.TangW.MingM.TianY.DingF. (2022). Semaphorin 3E promote Schwann cell proliferation and migration. Exp. Cell Res. 412, 113019. 10.1016/j.yexcr.2022.113019 35085549

[B51] ShibataM.KandaM.TanakaH.UmedaS.MiwaT.ShimizuD. (2017). Overexpression of Derlin 3 is associated with malignant phenotype of breast cancer cells. Oncol. Rep. 38, 1760–1766. 10.3892/or.2017.5800 28713959

[B52] SottasV.WahlC. M.TracheM. C.Bartolf-KoppM.CambridgeS.HeckerM. (2018). Improving electrical properties of iPSC-cardiomyocytes by enhancing Cx43 expression. J. Mol. Cell Cardiol. 120, 31–41. 10.1016/j.yjmcc.2018.05.010 29777691

[B53] TakadaT.SasakiD.MatsuuraK.MiuraK.SakamotoS.GotoH. (2022). Aligned human induced pluripotent stem cell-derived cardiac tissue improves contractile properties through promoting unidirectional and synchronous cardiomyocyte contraction. Biomaterials 281, 121351. 10.1016/j.biomaterials.2021.121351 34979417

[B55] TakahashiK.YamanakaS. (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell 126, 663–676. 10.1016/j.cell.2006.07.024 16904174

[B56] TarasovK. V.ChakirK.RiordonD. R.LyashkovA. E.AhmetI.PerinoM. G. (2022). A remarkable adaptive paradigm of heart performance and protection emerges in response to marked cardiac-specific overexpression of ADCY8. Elife 11, e80949. 10.7554/elife.80949 36515265 PMC9822292

[B57] van KempenM. J.ten VeldeI.WesselsA.OosthoekP. W.GrosD.JongsmaH. J. (1995). Differential connexin distribution accommodates cardiac function in different species. Microsc. Res. Tech. 31, 420–436. 10.1002/jemt.1070310511 8534903

[B58] VermijS. H.AbrielH.van VeenT. A. (2017). Refining the molecular organization of the cardiac intercalated disc. Cardiovasc Res. 113, 259–275. 10.1093/cvr/cvw259 28069669

[B59] WangH.ChenY.YuanQ.ChenL.DaiP.LiX. (2022). HRK inhibits colorectal cancer cells proliferation by suppressing the PI3K/AKT/mTOR pathway. Front. Oncol. 12, 1053510. 10.3389/fonc.2022.1053510 36568155 PMC9769574

[B60] WangH.FengY.BaoZ.JiangC.YanW.WangY. (2013). Epigenetic silencing of KAZALD1 confers a better prognosis and is associated with malignant transformation/progression in glioma. Oncol. Rep. 30, 2089–2096. 10.3892/or.2013.2706 24002581

[B61] WangR.ChenX.XuT.XiaR.HanL.ChenW. (2016). MiR-326 regulates cell proliferation and migration in lung cancer by targeting phox2a and is regulated by HOTAIR. Am. J. Cancer Res. 6, 173–186.27186394 PMC4859651

[B62] WangY.LiQ.TaoB.AngeliniM.RamadossS.SunB. (2023). Fibroblasts in heart scar tissue directly regulate cardiac excitability and arrhythmogenesis. Science 381, 1480–1487. 10.1126/science.adh9925 37769108 PMC10768850

[B64] WuA.ZhouX.MiL.ShenJ. (2020). LINC00202 promotes retinoblastoma progression by regulating cell proliferation, apoptosis, and aerobic glycolysis through miR-204-5p/HMGCR axis. Open Life Sci. 15, 437–448. 10.1515/biol-2020-0047 33817232 PMC7874641

[B65] WyantG. A.JiangQ.SinghM.QayyumS.LevreroC.MaronB. A. (2024). Induction of DEPP1 by HIF mediates multiple hallmarks of ischemic cardiomyopathy. Circulation 150, 770–786. 10.1161/circulationaha.123.066628 38881449 PMC11361356

[B66] XuF.YuY.WangF.SunW.LiP.WuH. F. (2020). Analysis of gene expression profiling of amyloidogenic immunoglobulin light-chains on cultured rat cardiomyocytes. Exp. Ther. Med. 19, 3767–3777. 10.3892/etm.2020.8610 32346441 PMC7185198

[B67] YuanX.BraunT. (2017). Multimodal regulation of cardiac myocyte proliferation. Circ. Res. 121, 293–309. 10.1161/circresaha.117.308428 28729454

# Supplementary material for: Connexin 43 suppression enhances contractile force in human iPSC-derived cardiac tissues
**Source:** Front Bioeng Biotechnol. 2025 Aug 8;13:1615953. doi: 10.3389/fbioe.2025.1615953
**Supplement:** Supplementary file 2

**Supplementary Materials 1**

**Materials and methods**

***AAV serotype 6-mediated regulation of the GJA1 gene in hiPSC-derived cardiac tissue***

We employed an AAV serotype 6 vector to mediate *GJA1* overexpression (OE), knockdown (shGJA1), and GCaMP expression in bioengineered hiPSC-derived cardiac tissues. Viral particles containing the AAV serotype 6 vector were constructed to express *GJA1* and EGFP genes linked by a T2A sequence (AAV-GJA1-T2A-GFP), or EGFP alone, driven by the cytomegalovirus (CMV) promoter. The following vectors were constructed and packaged by VectorBuilder (Santa Clara, CA): pAAV[Exp]-CMV>EGFP:WPRE (VB010000-9394npt), pAAV[Exp]-CMV>hGJA1[NM_000165.5](ns):T2A:EGFP: WPRE (VB900089-0611jqt), pAAV[shRNA]-EGFP-U6>Scramble_shRNA (VB010000-0023jze), pAAV[shRNA]-EGFP-U6>hGJA1[shRNA#1] (VB900137-4392ndg), and pAAV[Exp]-CMV>GCaMP6f:WPRE (VB220427-1461cuw). Vector IDs can be used to retrieve additional information about these vectors on vectorbuilder.com. To assess potential off-target effects of the shRNA construct targeting GJA1, we performed a nucleotide BLAST search (blastn) using the shRNA sense strand sequence (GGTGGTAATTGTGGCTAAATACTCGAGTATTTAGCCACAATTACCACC) against the human transcriptome database [Human G+T, somewhat similar sequences (blastn), word size: 7, E-value: 100, match/mismatch scores: 1/-3, filtering: none]. 

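The hairpin insert consists of a 21-base sense strand, GGTGGTAATTGTGGCTAAATA, a 6-base loop and a 21-base antisense strand, TATTTAGCCACAATTACCACC, which is the guide that pairs with the target. The sense sequence matches GJA1 without a mismatch in the 3' UTR, in exon 2 of 2 of transcript ENST00000282561, on the plus strand of chromosome 6 from 121448339 to 121448359 of GRCh38, in the annotation of GENCODE release 29.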

Among the 93 transcript hits identified, the 92 transcript was not observed with any differentially expressed genes (DEGs) identified in our RNA-seq data, except for the intended target GJA1, indicating minimal risk of off-target interactions.

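A search of the whole 48-base insert, the sequence the paper gives for its search, with the same word size, E-value limit and scores against the transcripts of GENCODE release 29 gave 23 transcripts of 7 genes, GJA1 and 6 others. The longest match outside GJA1 was 16 bases, in TMEM200C, whose log2 fold change in shGJA1 was 0.50 (standard error 0.30, adjusted p = 0.522 from limma; adjusted p = 0.0162 with the replicate number as a block), a change upward. C6orf201 and ECI2 matched over 15 bases and had log2 fold changes of -0.12 and -0.15; ZNF207, ZNF84 and HUWE1 matched over 14 bases and had log2 fold changes of -0.03, -0.10 and -0.01. None of these 5 passed an adjusted p of 0.05 in limma with or without the block (smallest adjusted p = 0.249 with it). None of the 6 genes was past the study's threshold in the authors' table.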

***Motion capture analysis of hiPSC-CMs on fibrin gel***

Motion capture analysis was performed in accordance with the instrument manual and our previous studies (Takada T et al., 2022; Takahashi H et al., 2018). In brief, microscopic videos of the cardiac tissues were recorded using an inverted microscope equipped with a CMOS color camera (TOSHIBA, Tokyo, Japan). Subsequently, we set the ROI (region of Interest) to the individual cardiomyocytes in the tissue. In the other words, we evaluated the contractile timing of each cellular level region in the tissue. Thus, the moving distance to X-axis of the ROI (cardiomyocyte). The movement along the X-axis of cardiomyocytes and the time course at designated points, including the four corners and the center of the cardiac tissue, were analyzed using the motion analysis tool ViewPoint (Glenallan Technology Inc., Clinton, NY, USA).

The time from the start of measurement to the first peak contraction along the X-axis at five designated points within the cardiac tissues was extracted. Finally, the standard deviation of the times was calculated. When the standard deviation is smaller, the ROI (cardiomyocyte) moves with more synchronous timing at each point. It indicates that the cardiomyocytes in the cardiac tissues perform the synchronous contraction with each other. A smaller standard deviation indicates that cardiomyocytes are contracting with more synchronous timing across the measured points, as noted in previous studies (Takada T et al., 2022). The standard deviation of these times was compared between control and *GJA1*-OE cardiac tissues, as well as between scramble and sh*GJA1* cardiac tissues. For the analysis, the video files were converted into static images, resulting in a compression of the actual time by one-third.

***RNA extraction, quantitative real-time PCR, and RNA sequencing***

Total RNA was extracted from cells on day 44 using the RNeasy Mini Kit (Qiagen, Hilden, Germany), following the manufacturer’s protocol. RNA concentration and quality were assessed using a Nanodrop ND-1000 spectrophotometer (Thermo Fisher Scientific). First-strand cDNA was synthesized from the purified total RNA using the High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific) on the Applied Biosystems ProFlex™ PCR System (Thermo Fisher Scientific). Quantitative real-time PCR was conducted on an Applied Biosystems® ViiA™ 7 real-time PCR system (Thermo Fisher Scientific), in accordance with the manufacturer's guidelines. Gene expression levels were analyzed using TaqMan gene expression assays (Thermo Fisher Scientific) with primers targeting *GAPDH*, *GJA5*, *GJC1*, *MYL2*, *MYH7*, *RYR2*, *ATP2A2*, *PLN*, *CACNA1C*, *SCN5A*, *KCNH2*, *KCNJ2*, *TNNI3*, *HCN4*, *ERBB1*, *ERBB4*, and *NPPB* (**Supplementary Table**). Data were evaluated using the △CT method, with statistical analyses based on △CT comparisons between groups, and results presented as fold change ± SD (2^−△CT^). We considered it was important to evaluate GJA1 expression levels in native human heart tissue and compare them with those observed in hiPSC-CMs to better validate and interpret our findings. For this comparison, we used commercially available pooled RNA from normal adult human heart tissue (pooled from three male Caucasian donors, aged 30–39; Human Heart Total RNA, Catalog No. 636532; lot 2002947A, Takara Bio USA, Inc.). The relative expression values were calculated by setting the expression level in adult human heart tissue to 1 and comparing the gene expression in the four experimental groups (control, GJA1-OE, scramble, and shGJA1; each group n = 7). We included the 95% confidence interval (CI) to indicate the precision and variability of the gene expression measurements relative to the adult heart sample. If the 95% CI crosses 1, it suggests that the expression level is not significantly different from that in the adult heart. The 95% CIs for each group were calculated from the mean, standard deviation, and sample size (n = 7) of their relative expression levels normalized to adult heart tissue. Since we only had one pooled adult heart sample (i.e., not multiple biological replicates), we used 95% CI as an approximate reference to evaluate potential differences, acknowledging its limitations. RNA sequencing and gene ontology analyses (n = 3) were outsourced to Rhelixa (Tokyo, Japan). They used Wald test after RLE normalization with DEseq2 based on a previous report (Love MI et al., 2014).

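The deposited normalized counts were turned back into reads and run through the Wald test of DESeq2 with its own size factors. Over 34555 genes in shGJA1 against the scramble control, the recomputed log2 fold changes differed from those in the authors' table by at most 2.31e-08, and over 33811 genes in GJA1-OE against the GFP control by at most 1.26e-09. All p-values lay within 1% of the authors'. The recomputed test called 323 genes as higher and 223 as lower in shGJA1, and 49 and 211 in GJA1-OE, at an unadjusted p under 0.05 and a log2 fold change over 1 or under -1; each was also called in the authors' table. At DESeq2's adjusted p under 0.05 the counts were 194 higher and 180 lower in shGJA1, and 1 and 5 in GJA1-OE.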

***Western blotting***

For western blotting, hiPSC-derived cardiac tissues were dissected and homogenized using a homogenizer pestle (AS ONE, Osaka, Japan) and the BIORUPTOR (COSMO BIO, Tokyo, Japan) in RIPA Lysis Buffer containing 2 mM PMSF in DMSO, a protease inhibitor cocktail in DMSO, and 1 mM sodium orthovanadate in water, following the manufacturer’s instructions (Santa Cruz Biotechnology). Protein concentrations of the tissue lysates were determined by creating a standard curve with BSA standard solution and measuring the absorbance at 562 nm using a bicinchoninic acid (BCA) protein assay kit (Takara Bio Inc., Shiga, Japan) and a microplate reader system (SpectraMax M2e and SoftMax^®︎^ Pro software, Molecular Devices, CA, USA).

After determining protein concentrations, the samples were heated to 95 °C for 10 min in 4x Laemmli sample buffer (277.8 mM Tris, 4.4% LDS, 44.4% glycerol, 0.02% bromophenol blue, pH 6.8; Bio-Rad, CA, USA) containing 2-mercaptoethanol. Equal amounts of protein were then loaded onto Criterion™ TGX Stain-Free™ 4–15% or Any kD precast polyacrylamide gels (Bio-Rad) and transferred to low-autofluorescence PVDF membranes using the Transfer Kit and Trans-Blot Turbo Transfer System (Bio-Rad). Stain-Free technology (Bio-Rad) was employed to confirm equal protein loading.

Membranes were blocked in EveryBlot Blocking Buffer (Bio-Rad) for 5 min at room temperature and incubated overnight at 4°C with primary antibodies. The primary antibody for Cx43 (1:2000, Abcam ab11370) was used to detect protein levels. Following membrane washes with PBS-T the next day, membranes were incubated with appropriate HRP-conjugated secondary antibodies (1:10,000 goat anti-rabbit IgG H&L (HRP), Abcam) and visualized using Clarity Western ECL Substrate (Bio-Rad). Chemiluminescence signals were captured using a ChemiDoc Imaging System (Bio-Rad), and band density was calculated using ImageLab™ software (Version 6.0.1, build 34, Bio-Rad). Each band's density was normalized to the total protein loaded in each lane, measured with the Bio-Rad Stain-Free Gel System, and statistically compared.

***Immunofluorescent staining***

The hiPSC-derived cardiac tissues were fixed in 4% paraformaldehyde for 15 min, permeabilized with 0.15% Triton X-100 in PBS, and blocked with 2% BSA in PBS for 20 min at room temperature. The tissues were then incubated with a mouse monoclonal anti-cTnT antibody (1:200, Thermo Fisher Scientific) and a rabbit polyclonal anti-Cx43 antibody (1:300, Abcam). After primary antibody incubation, the samples were treated with Alexa Fluor 568-conjugated anti-mouse IgG (H+L) (1:200, Thermo Fisher Scientific) and Alexa Fluor 647-conjugated anti-rabbit IgG (H+L) (1:200, Thermo Fisher Scientific). Following staining, the tissues were mounted on coverslips with an anti-fade solution (ProLong Gold Antifade Reagent with DAPI, Thermo Fisher Scientific). Confocal fluorescence imaging was performed using a FV1200 microscope (Olympus, Tokyo, Japan).

***Corrected Field Potential Duration (cFPD)***

Extracellular Field Potential (EFP) recordings of AAV6-treated hiPSC-CMs were obtained using the CardioExcyte 96 system (Nanion Technologies, Munich, Germany). Nanion CardioExcyte 96 Sensor Plates were first coated with medium A containing 20 μg/mL fibronectin (Corning) and 2.5 mg/mL aminocaproic acid (Sigma-Aldrich) for over 2 h at 37°C. On day 29, 1.1 × 10⁵ hiPSC-CMs, seeded at the same density as the cells on the fibrin gel, were placed into each well. The protocol for AAV6 transduction and subsequent medium changes followed the same methods described in the main manuscript.

On day 44, EFP measurements were taken using the CardioExcyte 96 system and CardioExcyte Control software (Nanion Technologies). Video recordings of the EFP were captured every 5 min for over 2 h. Following this, 10 μM of isoproterenol was added to each well, and EFP was measured again for an additional 2 h. The data analysis on calculating field potential duration (FPD) from the EFP data was performed by Nanion Technologies using DataControl 96 software (Nanion). The FPD was then corrected using Fridericia's formula, in accordance with the manufacturer’s guidelines and previous research (Wei X et al., 2022; Benkel T et al., 2022).

***Simultaneous intracellular calcium imaging***

On day 29, 1.1 × 10⁵ hiPSC-CMs were seeded into 96-well plates that had been pre-coated with medium A containing 20 μg/mL fibronectin (Corning) and 2.5 mg/mL aminocaproic acid (Sigma-Aldrich) for over 2 h at 37 °C. Following the AAV6 transduction protocol mentioned above, an additional AAV6 was used to introduce GCaMP6f into the hiPSC-CMs. The MOI was set at 1.5 × 10⁴ genome copies. On day 42, simultaneous intracellular calcium imaging of hiPSC-CMs treated with either AAV6-scramble shRNA or shGJA1 was captured using a BZ-X800 microscope (KEYENCE, IL, USA). The images were analyzed by Spiky: An ImageJ Plugin (Pasqualin C et al., 2022).

**Supplementary Table. PCR primer information**

| **Gene name** | **Thermo Fisher Scientific No.** |
| --- | --- |
| glyceraldehyde-3-phosphate dehydrogenase (GAPDH) | Hs99999905_m1 |
| myosin, light chain 2, regulatory, cardiac, slow (MYL2) | Hs00166405_m1 |
| myosin, heavy chain 7, cardiac, muscle, beta (MYH7) | Hs01110632_m1 |
| ATPase, Ca++ transporting, cardiac muscle, slow twitch 2 (ATP2A2) | Hs00544877_m1 |
| ryanodine receptor 2 (cardiac) (RYR2) | Hs00181461_m1 |
| gap junction protein, alpha 1, 43kDa (GJA1) | Hs00748445_s1 |
| gap junction protein alpha 5 (GJA5) | Hs00270952_s1 |
| gap junction protein gamma 1 (GJC1) | Hs00271416_s1 |
| phospholamban (PLN) | Hs00160179_m1 |
| calcium channel, voltage-dependent, L type, alpha 1C subunit (CACNA1C) | Hs00167681_m1 |
| sodium channel, voltage-gated, type V, alpha subunit (SCN5A) | Hs00165693_m1 |
| potassium voltage-gated channel, subfamily H (eag-related), member 2 (KCNH2) | Hs00165120_m1 |
| potassium inwardly-rectifying channel, subfamily J, member 2 (KCNJ2) | Hs00265315_m1 |
| troponin I3, cardiac type (TNNI3) | Hs00165957_m1 |
| hyperpolarization activated cyclic nucleotide gated potassium channel 4 (HCN4) | Hs00175760_m1 |
| epidermal growth factor receptor (EGFR; ERBB1) | Hs01076090_m1 |
| erb-b2 receptor tyrosine kinase 4 (ERBB4) | Hs00955525_m1 |
| natriuretic peptide B (NPPB) | Hs01057466_g1 |

PCR; polymerase chain reaction

**Supplementary Figure 1. Confocal microscopic images of AAV6-GFP, GJA1-OE, scramble, and shGJA1 treated hiPSC-derived cardiac tissues.**

Scale bar = 100 μm

The yellow arrow indicates that Cx43 is aggregated in AAV6-GJA1-OE cardiac tissue, whereas the white arrow marks Cx43 in AAV6-shGJA1 tissue.

AAV = adeno-associated virus; cTnT = cardiac troponin T; hiPSC = human induced pluripotent stem cells; OE = overexpression

**Supplementary Figure 2. Gene expression levels in AAV6-GFP and GJA1 treated hiPSC-CMs**

**Each dot represents an experiment (n > 4 for each group).**

AAV = adeno-associated virus; hiPSC-CMs = human induced pluripotent stem cell-derived cardiomyocytes; OE = overexpression

**Supplementary Figure 3.** **Relative expression levels of GJA1 gene normalized to the levels of adult heart**

GJA1 gene expression levels for each data were normalized to the levels of adult (mean with 95% confidence interval). Adult: normal human adult heart.

Each dot represents an experiment (n = 7 for each group except for the adult group).

OE = overexpression

**Supplementary Figure 4. Characteristics and functions of AAV6-GJA1-OE cardiac tissues**

A: Contractile and relaxation function in AAV6-GFP and GJA1 treated hiPSC-derived cardiac tissues at spontaneous beating (n = 10). B: Force-frequency relationship between AAV6-GFP and GJA1 treated hiPSC-derived cardiac tissues. C: Contractile and relaxation function after 1μM of ISP treatment in AAV6-GFP and GJA1 treated hiPSC-derived cardiac tissues (n = 10). D: Contractile and relaxation function at 100 ppm after 1μM of ISP treatment in AAV6-GFP and GJA1 treated hiPSC-derived cardiac tissues (n = 10). E: Corrected field potentials of AAV6-GFP and GJA1 treated hiPSC-CMs before (n = 8 and n = 6, respectively). and after ISP treatment (n = 8 and n = 5, respectively). Each dot represents data from a single well in 96-well plates respectively, based on 4 independent experiments.

AAV = adeno-associated virus; hiPSC-CMs = human induced pluripotent stem cell-derived cardiomyocytes; ISP = isoproterenol; OE = overexpression; ppm = pacing per minute.

**Supplementary Figure 5. Gene expression levels in AAV6-scramble shRNA and shGJA1 treated hiPSC-CMs**

Each dot represents an experiment (n > 3 for each group).

AAV = adeno-associated virus; hiPSC-CMs = human induced pluripotent stem cell-derived cardiomyocytes

**Supplementary Figure 6. Simultaneous intracellular calcium imaging of AAV6-scramble shRNA- and shGJA1 treated hiPSC-CMs**

(n = 1)

AAV = adeno-associated virus; hiPSC-CMs = human induced pluripotent stem cell-derived cardiomyocytes

**Supplementary Figure 7. Characteristics and functions of AAV6-shGJA1 cardiac tissues**

A: Contractile and relaxation function in AAV6-Scramble and shGJA1 treated cardiac tissues at spontaneous beating (n = 7). B: Force-frequency relationship between AAV6-Scramble and shGJA1 treated cardiac tissues. More than three experiments were conducted for each pacing frequency (n > 3). C: Contractile and relaxation function in AAV6-Scramble and shGJA1 treated cardiac tissues after 1μM of ISP treatment (n = 7). D: Contractile and relaxation function in AAV6-Scramble and shGJA1 treated cardiac tissues at 100 ppm after 1μM of ISP treatment (n = 7). E: Corrected field potentials of AAV6-Scramble and shGJA1 treated hiPSC-CMs before (n = 7) and after ISP treatment (n = 4 and n = 6, respectively). Each dot represents data from a single well in 96-well plates respectively, based on 3 independent experiments.

AAV = adeno-associated virus; bpm = beating per minute; hiPSC = human induced pluripotent stem cells; ISP = isoproterenol; ppm = pacing per minute

**Supplementary Figure 8. Heat map involved control vs GJA1 and scramble vs shGJA1**

(n = 3)

OE = overexpression

**Supplementary Figure 9. Gene ontology analyses**

FC = fold change

**Supplementary Figure 10. Downstream effects of GJA1 gene regulation**

(A) Common genes identified between the downregulation of GJA1-OE compared to control and upregulation of shGJA1 compared to scramble (n = 3). (B) Biological process terms of 19 common genes

OE = overexpression

**Supplementary Figure 11. Log₂ fold changes of 19 common DEGs in shGJA1 and GJA1-OE, relative to scramble and control, respectively**

N = 3. Error bar indicates standard error. DEG = differentially expressed gene. OE = overexpression

**Supplementary Figure 12. Images of unprocessed blots used for Figure 2B and 3B**

**References**

Benkel T, Zimmermann M, Zeiner J, Bravo S, Merten N, Lim VJY, et al. (2022). How Carvedilol activates beta(2)-adrenoceptors. Nat Commun. 13, 7109.

Love MI, Huber W, Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550.

Pasqualin C, Gannier F, Yu A, Benoist D, Findlay I, Bordy R, et al. (2022). Spiky: An ImageJ Plugin for Data Analysis of Functional Cardiac and Cardiomyocyte Studies. J Imaging. 8.

Takada T, Sasaki D, Matsuura K, Miura K, Sakamoto S, Goto H, et al. (2022). Aligned human induced pluripotent stem cell-derived cardiac tissue improves contractile properties through promoting unidirectional and synchronous cardiomyocyte contraction. Biomaterials. 281, 121351.

Takahashi H, Shimizu T, Okano T. (2018). Engineered Human Contractile Myofiber Sheets as a Platform for Studies of Skeletal Muscle Physiology. Sci Rep. 8, 13932.

Wei X, Chang ACH, Chang H, Xu S, Xue Y, Zhang Y, et al. (2022). Hypoglycemia-Exacerbated Mitochondrial Connexin 43 Accumulation Aggravates Cardiac Dysfunction in Diabetic Cardiomyopathy. Front Cardiovasc Med. 9, 800185.

How the deposited data were processed for this re-analysis (not part of the article)

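RNA from hiPSC-CMs transduced with AAV6 was sequenced in 4 conditions, scramble control, shGJA1, GFP control and GJA1-OE, with 3 libraries each. The authors deposited 1 table for each of the 2 comparisons, shGJA1 against the scramble control and GJA1-OE against the GFP control. Per the supplementary methods, sequencing was outsourced and the authors normalized by RLE and tested with the Wald test of DESeq2. The signal of each library, as deposited by the authors, is the read count of a gene divided by the size factor of the library. The log2 fold changes and their standard errors in the tables were made by the authors with DESeq2. The p-values in the tables, unadjusted and adjusted, were made by the authors with the Wald test of DESeq2. The score in the tables is the Wald statistic, made by the authors with DESeq2. The text and the supplement read here do not name the aligner, the genome build or the annotation. Of the 37199 gene IDs, 35033 are in GENCODE release 29 (GRCh38), and 99.97% of these overlap the table's coordinates on the same chromosome.

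Reads were recovered as the value divided by the smallest step of its column. In 1 scramble control library the step lies so close to 1 that a general check of whole reads could not decide. DESeq2 run on the recovered reads gave the log2 fold changes of the authors' tables for all genes with a value in both. The libraries held 17486097 to 23499093 reads assigned to genes. The 10 most abundant genes took 7.02% to 9.82% of them, and mitochondrially encoded genes 2.94% to 7.62%.

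The test, set before the data were examined with the gene lists and the rule for named genes, was limma (version 3.58.1, R 4.3.3) with a trend on log2 of the normalized count plus 1, without a block. It covered genes with a mean normalized count of at least 10 over the 6 libraries, with Benjamini-Hochberg adjustment and calls at an adjusted p under 0.05. The study's threshold, an unadjusted p under 0.05 and a log2 fold change over 1 or under -1, was applied to the same fit. The fit with the replicate number as a block was set as an alternative. Whether the numbers pair the libraries was decided from the deviations from the group means before the calls of the fits were compared. Libraries of the same number, which share a code in their labels, had correlations of 0.471 to 0.67 in the shGJA1 comparison and 0.472 to 0.708 in the GJA1-OE comparison. Those of different numbers had -0.486 to -0.0361 and -0.592 to -0.0804. The numbers were therefore taken to pair the libraries. The planned test was without the block; the passages describe the genes called in the blocked fit because the numbers pair the libraries, and give the planned counts beside them.

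Each comparison was tested on its own 6 libraries. The 41 gene lists, 7 of them taken from the study's text, were tested with camera at a preset correlation of 0.01 and with an estimated correlation. Values in the study's text and in Figure 4B had been seen when the lists and the rule were written. The genes named in the text are every gene the study names from its RNA sequencing and quantitative PCR, GJA1, the genes in opposite directions, up to 4 members of each list with the smallest p, and 10 genes per comparison and direction. The last were to have the largest log2 fold changes among called genes with separated groups and a mean of at least 50; as the planned fit called 0 genes, the smallest p decided. HIF1A, MYH6, MYL1, MYLPF, TMEM200C and, in shGJA1, VEGFA were chosen after their values were seen. Some results that this rule would name are not reported here. Gene ontology terms annotated in the tables, with 10 to 500 tested genes, were tested with Fisher's exact test, one-sided, against all tested genes. Alternatives were pseudocounts of 0.5 and 5, no filter, a minimum mean of 50, TMM scaling, edgeR (version 4.0.16), DESeq2 (version 1.42.0), and leaving out each library. The hairpin was searched with blastn (version 2.17.0). On simulated data made from the scramble control comparison, limma without the block recovered 0%, 19.4% and 56.1% of planted changes of 1.5, 2 and 4 times, and 50.7%, 74.6% and 93.9% with the block, with 5 false calls. From the GFP control comparison these were 1.49%, 10.4% and 62.1% without and 59.7%, 74.6% and 97% with the block, with 11 false calls. The simulated counts were drawn around the mean of each replicate pair, with the same planted change in every pair. The gain with the block was thus built in, and it is no evidence for the blocked calls in the real libraries.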

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

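The test of fibroblast markers below and the rule that picked these lists, at least 25% of the measured members called in the fit with the replicate block and a set call with and without it, were chosen after the results were seen. The paper's text does not discuss these lists, although HK2, which is in the hypoxia and glycolysis lists, is among the genes in opposite directions in the authors' calls. In GJA1-OE the median log2 fold change of the hypoxia response list was -0.806 and that of the glycolysis list -0.619; in shGJA1 they were 0.373 and 0.306, the former 0.139 without shGJA1 replicate 1 and 0.645 without shGJA1 replicate 2. The median of the replication-dependent histones in shGJA1 was -0.956 (-0.636 without scramble control replicate 2). Metallothioneins had a median of -0.822 in shGJA1 (-0.522 without scramble control replicate 2, -0.42 without shGJA1 replicate 3) and were lower in GJA1-OE too, with a median of -0.531 (-0.335 without GJA1-OE replicate 3 to -0.868 with the block without replicate 1; 6 of 6 below 0; adjusted p = 0.0127 from camera, 0.0138 with the block and 0.547 with the block and an estimated correlation), a call that ended without GFP control replicate 2 (adjusted p = 0.158) or GJA1-OE replicate 3 (adjusted p = 0.0795) and in the blocked fit without replicate 2 (adjusted p = 0.0672). The mitochondrially encoded genes in GJA1-OE had a median of -0.329, which was -0.0643 without GJA1-OE replicate 1, -0.07 without GFP control replicate 3, -0.585 without GJA1-OE replicate 3 and -0.602 without GFP control replicate 1, and with the block -0.32 to -0.354 without each replicate.

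Hypoxia and glycolysis genes were lower in GJA1-OE and higher in shGJA1. A bias of GC content or gene length as the whole cause is argued against, since removing each library's trend with both left the median of the hypoxia list in GJA1-OE at -0.797 (quartiles -1.17 and -0.547) in the fit with the replicate block. For a single replicate pair as the cause, 12 of 12 list medians per pair pointed the same way, although that of the hypoxia list in shGJA1 replicate 2 was only 0.0565. This count cannot decide, since the lists were picked for calls in the blocked fit, which favor pairs that agree, and they share genes. In GJA1-OE the median of the hypoxia list stayed at -0.917, -0.796 and -0.687 with the block without replicate 1, 2 and 3, so no single pair carried it there. In shGJA1 the set call of that list ended with the block without replicate 1 (adjusted p = 0.0758 from camera), so dependence on that pair stays open. A different share of fibroblasts, cells that the paper's puromycin selection is meant to remove, would move their markers with the hypoxia genes. In shGJA1 the markers' upper quartile was 0.0945, below the hypoxia median. With the block it was 0.0448, 0.0505 and 0.0975 without replicate 1, 2 and 3 (hypoxia medians 0.306, 0.546 and 0.307). Without the block it rose above the hypoxia median when scramble control replicate 1 (0.478 against 0.465) or shGJA1 replicate 3 (0.498 against 0.355) was left out and its partner kept. In GJA1-OE the markers did fall with the hypoxia genes, with a median of -0.399 and 13 of 14 below 0. Camera gave them an adjusted p = 0.275, 4.74e-07 with the block, and 0.539 with the block and an estimated correlation. With the block their median was -0.52, -0.416 and -0.253 without replicate 1, 2 and 3. Without the block it was 0.0552 without GFP control replicate 1 and 0.183 without GJA1-OE replicate 3. The marker COL1A1 had 168000 ± 112000 normalized counts in the GFP control and 121800 ± 109000 in GJA1-OE. These values argue against fibroblasts only in shGJA1 with the block, and leave them open in GJA1-OE. A response of the cells to the level of GJA1 may account for the pattern, as may a difference in oxygen supply or cell density between cultures, which the data do not record; no test separates these.

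In shGJA1, genes called as higher in the fit with the replicate block had a higher GC content than genes called as lower. The median was 53.5% in the higher genes, 46.3% in the lower genes and 49.5% in the 18296 tested genes whose GC content was known. As the whole cause of the calls, such a bias is argued against, since 88.3% of the called genes were called in the same direction after each library's trend was removed. The GC trend may still have added to some calls, as 3126 genes were called before and 3096 after the correction, with 2761 shared. No biological explanation of the GC difference was tested.

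Genes with a site for the seed of the shRNA guide in their annotated 3' UTR were shifted lower in shGJA1 by -0.0566 on the log2 scale against other genes, after allowing for 3' UTR length and GC content. Of 419 other orderings of the same 7 bases, 0.716% gave a shift as low, and in GJA1-OE, where no shRNA was used, the shift was -0.0123 (14.8% as low). Of 1269 lower genes in the fit with the replicate block that were searched, 191 had a site and 1078 had none. The share of all genes would give 119, without allowance for 3' UTR length or GC content, so the excess itself does not measure seed pairing. By the shift, seed pairing of the guide is a candidate explanation for some of the 191 lower genes with a site. What share of the lower genes it accounts for cannot be told, since the shift is a mean over all genes with the site. Shorter sites and other transcripts of a gene were not searched, so the 1078 are only without this site. For the passenger strand 15.3% of orderings gave a shift as low, which leaves that strand open. Its site too was in excess among the lower genes, in 123 against 88.7 expected without that allowance. Effects of GJA1 itself on these genes stay open as well, since a single shRNA was used.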

How the results depend on the processing

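DESeq2 and TMM scaling with the replicate block, the block without each replicate, gene ontology terms from genes at an adjusted p under 0.05 with the block, an estimated correlation with the block, and the count of overlaps by how many replicate pairs a split parts were chosen after the results were seen. Of 2919 values of 147 named genes other than GJA1, 2917 kept their direction over all alternatives. Many of these genes were picked by small p-values or calls in these same libraries, so a kept direction is weak evidence. The exceptions, when libraries were left out, were those of EGFR in shGJA1 (-0.03 to 0.45, with -0.032 without scramble control replicate 3 and -0.006 without shGJA1 replicate 1). Of 510 values of 30 lists, 481 kept the sign of the median and 29 did not. In shGJA1 the medians that turned were those of channels (0.177, range -0.00444 to 0.249 when libraries were left out: -0.00444 without shGJA1 replicate 3), cell cycle (0.237, range -0.16 to 0.565 when libraries were left out: -0.16 without scramble control replicate 3), sarcomere (-0.164, range -0.387 to 0.0135 when libraries were left out: 0.0135 without shGJA1 replicate 1), calcium handling (-0.09, range -0.152 to 0.0636 when libraries were left out: 0.0636 without scramble control replicate 3), BMP signalling (0.0397, range -0.0188 to 0.0936 when libraries were left out: -0.0188 without shGJA1 replicate 1), fibroblast (-0.0784, range -0.559 to 0.407 when libraries were left out: 0.407 without scramble control replicate 1, 0.0692 without shGJA1 replicate 2, 0.356 without shGJA1 replicate 3) and PCR panel (-0.118, range -0.296 to 0.0167 when libraries were left out: 0.0167 without scramble control replicate 3, 0.00333 without shGJA1 replicate 1). In GJA1-OE the medians that turned were those of fibroblast (-0.399, range -1.07 to 0.183 when libraries were left out: 0.0552 without GFP control replicate 1, 0.183 without GJA1-OE replicate 3), sarcomere (-0.0586, range -0.204 to 0.12 when libraries were left out: 0.12 without GFP control replicate 3, 0.0283 without GJA1-OE replicate 1, 0.000423 with the block without replicate 3), cell cycle (-0.111, range -0.54 to 0.357 when libraries were left out: 0.357 without GJA1-OE replicate 3, 0.163 with the block without replicate 3), BMP signalling (-0.0289, range -0.0855 to 0.118 when libraries were left out: 0.0194 at a mean of at least 50, 0.118 without GFP control replicate 1, 0.00937 without GJA1-OE replicate 2, 0.0368 without GJA1-OE replicate 3, 0.013 with the block without replicate 1), PCR panel (0.0207, range -0.125 to 0.265 when libraries were left out: -0.0792 without GFP control replicate 1, -0.045 without GFP control replicate 2, -0.125 without GJA1-OE replicate 3, -0.0816 with the block without replicate 2) and interferon (0.313, range -0.633 to 1.37 when libraries were left out: -0.315 without GFP control replicate 1, -0.22 without GFP control replicate 2, -0.633 without GJA1-OE replicate 3). Without a block, limma and edgeR called 0 genes in either comparison, with 2596 (shGJA1) and 813 (GJA1-OE) genes at an unadjusted p under 0.05 in limma. In shGJA1, DESeq2 called 374, and there were 3180 with the replicate block in limma, 3276 with it in edgeR, 1655 in DESeq2 and 3332 with TMM scaling, and 2253, 3045 and 1239 without replicate 1, 2 and 3. In GJA1-OE, DESeq2 called 6, and there were 720 with the replicate block in limma, 804 with it in edgeR, 463 in DESeq2 and 821 with TMM scaling, and 445, 77 and 540 without replicate 1, 2 and 3. At the study's threshold in shGJA1 the count became 968 with no filter, 170 at a mean of at least 50, and 618 and 715 with the block without replicate 1 and 2. In GJA1-OE it became 628 and 73 with those filters, 260 with DESeq2, 305 with the replicate block in limma, 314 with it in edgeR, 251 in DESeq2 and 301 with TMM scaling, 447, 358 and 268 without replicate 1, 2 and 3, and 103 (without GJA1-OE replicate 2) to 362 (without GJA1-OE replicate 1) when each library was left out without a block. More genes were tested without a filter and fewer at a mean of at least 50; the cause of the other changes was not tested.

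The overlap of opposite directions was 11 genes in the test set at the start, 39 with no filter, 6 at a mean of at least 50, 25 with DESeq2 and 25 in the authors' calls. It was 37 with the replicate block in limma, 39 with it in edgeR, 32 in DESeq2 and 34 with TMM scaling, 37, 59 and 31 without replicate 1, 2 and 3, and 6 (without shGJA1 replicate 1 or 3) to 33 (without shGJA1 replicate 2) when each library was left out, with 21 without GJA1-OE replicate 1. GJA1 passed the study's threshold in both comparisons in the test set at the start, but not an adjusted p of 0.05. It passed an adjusted p of 0.05 in shGJA1 with DESeq2 (-1.35), and with the replicate block in limma (-1.50), edgeR (-1.49), DESeq2 (-1.50), TMM scaling (-1.51) and without replicate 1, 2 and 3 (-1.80, -1.64 and -1.06). In GJA1-OE these log2 fold changes were 2.80, 2.75, 2.75, 2.75, 2.76, 3.18, 2.56 and 2.50. Lists passing camera numbered 10 in shGJA1 (7 apart from the 3 lists that the study chose on these libraries, whose test is void) and 8 in GJA1-OE, 0 and 0 with an estimated correlation, 0 and 0 with it and the block, 17 and 14 with the block without replicate 2 (14 in shGJA1 apart from those 3), 13 in GJA1-OE without replicate 3, and 6 to 13 (without GJA1-OE replicate 3) in GJA1-OE when each library was left out. Of the 7 in shGJA1, the histone, metallothionein, hypoxia and glycolysis lists hold genes seen in Figure 4B before the lists were written. The ERBB list holds TGFA, which the study picked. Their calls in shGJA1 are not fully independent of these libraries either. With the block, camera also called the sarcomere, channel, natriuretic peptide, cell cycle and unfolded protein response lists in shGJA1, and in GJA1-OE the fibroblast list and the interferon response list (adjusted p = 0.388 without and 0.0014 with the block, 0.547 with the block and an estimated correlation). The block moved the ontology terms at the study's threshold in both directions in shGJA1 from 2 to 3, and in GJA1-OE, a comparison tested for terms only after the results were seen, from 2 to 0; among lower genes in GJA1-OE 4 terms became 2, without cellular response to hypoxia (adjusted p = 0.0302 before, Fisher's exact test) and response to hypoxia (adjusted p = 0.0411, same exact test). The overlap, at the study's threshold, of genes lower in shGJA1 and higher in GJA1-OE went from p = 0.00631 to 0.0881 with the block (Fisher's exact test), and that of genes higher in both from p = 0.136 to 0.0225 (same exact test). Apart from these, the counts above and the named genes, the block changed no other call among the results given here. Gene ontology terms in shGJA1 numbered 2 in both directions, 0 higher and 3 lower. The authors' calls gave 7 in both and 10 lower, and genes at an adjusted p under 0.05 with the replicate block gave 17, 40 and 1; without the block there were no such genes to test. The cause of these changes was not tested. Low counts left 3 genes the study names untested: in shGJA1, 1 of the 2 genes annotated as NPIPA9 (27 reads in the scramble control, 6 in shGJA1), IGKC in both comparisons (31 in the GFP control, 1 in GJA1-OE) and HLA-DQB1-AS1 in GJA1-OE (37 and 5).

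Other splits of the libraries into 3 against 3 are too few for a share under 0.05. At an adjusted p under 0.05 without the block, 10 of 10 splits gave as many genes as the real value of 0 in shGJA1 and 10 of 10 in GJA1-OE (highest other 0 in both). At the study's threshold, 3 of 10 gave at least the real 372 in shGJA1 (highest other 666), and 6 of 10 gave at least the real 159 in GJA1-OE (highest other 980). The splits that gave more part only 1 of the replicate pairs, so they follow the pairs; among the other splits that part all 3 pairs the highest was 49 in shGJA1 and 32 in GJA1-OE. With the replicate block, 1 of 4 splits gave as many as the real 3180 in shGJA1 and 1 of 4 as many as 720 in GJA1-OE (highest other 0 in both). For the overlap without the block, 34 of 100 pairs of splits gave at least the real 11 (highest other 424). For splits other than the real one, the larger of the opposite and same-direction overlaps was counted. The other 33 all part fewer than 3 replicate pairs in a comparison, so they follow the numbers that both comparisons share; the 16 that part all 3 pairs in both, as the real one does, gave at most 3 besides the real one. With the block, 1 of 16 gave as many as 37 (highest other 8), too few pairs for a share under 0.05.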

Differences from the paper's values

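The count of genes by symbol was taken after the values were seen. The paper's count of genes upregulated in shGJA1 is 323, and limma without a block called 210 at the same threshold. Of 15 alternatives set before the data were examined, 9 lay within 1.5 times of the paper's count: the replicate block (296), a pseudocount of 0.5 (216), edgeR (230), edgeR with the block (297), DESeq2, the tool the paper names, (323), and leaving out scramble control replicate 1 (255) or 3 (241) or shGJA1 replicate 1 (219) or 2 (295). Outside lay a pseudocount of 5 (160), no filter (558), a mean of at least 50 (92), TMM scaling (201), and leaving out scramble control replicate 2 (210) or shGJA1 replicate 3 (147).

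The paper's count of genes higher in shGJA1 and lower in GJA1-OE is 19, and limma without a block gave 9. Of 22 alternatives set before the data were examined, 5 lay within 1.5 times: no filter (28), edgeR (14), DESeq2 (22), the authors' calls in the deposited tables (22) and leaving out GJA1-OE replicate 1 (19). The other 17 lay outside, from 5 at a mean of at least 50 to 37 in edgeR with the replicate block. Of the 22 genes in the authors' calls, 19 carry a gene symbol, a count chosen after seeing the values. In the other direction the authors' calls hold 3 genes, of which 2 carry a symbol.

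The paper's count of transcript hits of the shRNA sequence is 93, and the search of the same 48-base insert against GENCODE release 29 transcripts gave 23. No alternative was run for this search; the databases searched are not the same.

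The paper lists chromatin and negative regulation of cell differentiation among the terms of its gene ontology analyses. Among genes past the study's threshold in limma, 5 genes of the first (8.86 expected) and 0 of the second (0.397 expected) were found. These need not be the genes that the paper's analysis used. The narrower term structural constituent of chromatin did pass among the lower genes (4 of 13, adjusted p = 0.0046, one-sided Fisher's exact test). The term muscle myosin complex, which the paper also names, held 2 genes among the higher ones, MYH6 and MYL1 (0.101 expected), and was too small, with 9 tested genes, for an adjusted p; with the blocked fit's calls at that threshold it held 3, MYLPF being the third (0.142 expected, unadjusted p = 0.000306, one-sided Fisher's exact test), and with those at an adjusted p under 0.05 2 (0.823 expected). With the authors' calls over all genes it held 2 of 13 among the higher genes (adjusted p = 0.58, one-sided Fisher's exact test).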

Other observations

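The gene ontology tests on genes called with the replicate block and the values of HIF1A were chosen after the results were seen. In shGJA1, 62 of 162 genes of the term translation were higher in the fit with the replicate block (14.8 expected, adjusted p = 1.65e-20, one-sided Fisher's exact test), a term that did not pass at the study's threshold. In GJA1-OE, 35 of 181 genes of collagen-containing extracellular matrix were lower (5.56 expected, adjusted p = 4.67e-15, same exact test), with 11 of 28 of the term glycolytic process (adjusted p = 1.39e-07, same exact test) and 17 of 90 of the term response to hypoxia (adjusted p = 7.39e-07, same exact test). HIF1A, the transcript of a subunit of hypoxia-inducible factor 1, moved against the hypoxia list: it was lower in shGJA1 (log2 fold change -0.46, adjusted p = 0.0114 from limma with the block) and higher in GJA1-OE (log2 fold change 0.38, adjusted p = 0.013).

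Of the 16 genes of the paper's quantitative PCR panel, 10 did not pass in shGJA1 in limma with the replicate block, 2 were higher and 4 lower (3 higher and 7 lower when adjusted over the list alone; adjusted p = 0.744 from camera and 0.428 with the block). In GJA1-OE 12 did not pass, 2 were higher and 2 lower (3 higher and 3 lower when adjusted over the list alone; adjusted p = 0.789 and 0.953). The set of the panel passed in shGJA1 when shGJA1 replicate 3 was left out (adjusted p = 0.0431). Higher in shGJA1 were ERBB4 (log2 fold change 0.78) and KCNJ2 (log2 fold change 1.00), and lower PLN (log2 fold change -0.57) and NPPB (log2 fold change -0.69). In shGJA1, CACNA1C, the L-type calcium channel, was lower (log2 fold change -0.44, adjusted p = 0.00457), as was KCNH2 (log2 fold change -0.28, adjusted p = 0.0407). In GJA1-OE, GJA5, which encodes connexin 40, was higher (log2 fold change 0.75, adjusted p = 0.0448), as was the pacemaker channel gene HCN4 (log2 fold change 0.28, adjusted p = 0.0473), and TNNI3 (log2 fold change -0.49) and NPPB (log2 fold change -0.57) were lower. Without the block none of these genes passed an adjusted p of 0.05 in limma. By quantitative PCR, another measure whose samples need not be the same, the paper reports no significant difference in either comparison for GJA5, GJC1, TNNI3, MYL2 and the genes of calcium handling and maturation. Of the channel list in GJA1-OE, 1 of 27 genes was higher and 3 were lower with the block (1 higher and 4 lower when adjusted over the list alone), among them the potassium channel gene KCNJ12 (log2 fold change -1.09). Camera gave this list an adjusted p = 0.0306 (0.0328 with the block), and adjusted p = 0.665 and 0.539 with an estimated correlation. The call ended without GFP control replicate 3 (adjusted p = 0.457) or GJA1-OE replicate 1 (adjusted p = 0.313), and with the block without replicate 1 (adjusted p = 0.0507) or replicate 3 (adjusted p = 0.212), where the median was -0.0896 against -0.155.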
